# Integrated Transcriptional Regulatory Network of Quorum Sensing, Replication Control, and SOS Response in *Dinoroseobacter shibae*

**DOI:** 10.3389/fmicb.2019.00803

**Published:** 2019-04-12

**Authors:** Sonja Koppenhöfer, Hui Wang, Maren Scharfe, Volkhard Kaever, Irene Wagner-Döbler, Jürgen Tomasch

**Keywords:** Roseobacter, quorum sensing, CtrA, LexA, gene transfer agent, c-di-GMP, chromosome location, replication

## Abstract

Quorum sensing (QS) coordinates population wide gene expression of bacterial species. Highly adaptive traits like gene transfer agents (GTA), morphological heterogeneity, type 4 secretion systems (T4SS), and flagella are QS controlled in *Dinoroseobacter shibae*, a Roseobacter model organism. Its QS regulatory network is integrated with the CtrA phosphorelay that controls cell division in alphaproteobacteria. To elucidate the network topology, we analyzed the transcriptional response of the QS-negative *D. shibae* strain Δ*luxI_1_* toward externally added autoinducer (AI) over a time period of 3 h. The signaling cascade is initiated by the CtrA phosphorelay, followed by the QS genes and other target genes, including the second messenger c-di-GMP, competence, flagella and pili. Identification of transcription factor binding sites in promoters of QS induced genes revealed the integration of QS, CtrA phosphorelay and the SOS stress response mediated by LexA. The concentration of regulatory genes located close to the origin or terminus of replication suggests that gene regulation and replication are tightly coupled. Indeed, addition of AI first stimulates and then represses replication. The restart of replication comes along with increased c-di-GMP levels. We propose a model in which QS induces replication followed by differentiation into GTA producing and non-producing cells. CtrA-activity is controlled by the c-di-GMP level, allowing some of the daughter cells to replicate again. The size of the GTA producing subpopulation is tightly controlled by QS via the AI Synthase LuxI_2_. Finally, induction of the SOS response allows for integration of GTA DNA into the host chromosome.

## Introduction

Microbial communication based on quorum sensing (QS) is a process whereby bacteria adjust their behavior depending on the cell density (Miller and Bassler, 2001). A QS system consists of one or more synthases that produce small diffusible molecules termed autoinducers (AI) which are released to the exterior of the cell. A minimum threshold of AI is sensed by corresponding receptors that thereupon adjust the gene expression directly or via signaling cascades. Multiple AI have been found, although oligopeptides and *N*-acyl-L-homoserine lactones (AHL) make up the majority of AI in Gram-positive and Gram-negative bacteria, respectively (Miller and Bassler, 2001; Papenfort and Bassler, 2016). Sensing of population density and integration of this information with environmental and intracellular signals allows for a coordinated decision-making process important for the production of public goods like antibiotics and exoenzymes, biofilm formation and dispersal, metabolic diversification of an isogenic population and self-destructive cooperation (Nadell et al., 2008).

A putative example for the latter process currently under debate (Redfield and Soucy, 2018) is horizontal gene transfer mediated by small virus-like particles. These so-called gene transfer agents (GTAs) are ubiquitous in *Rhodobacterales* and especially well-studied in *Rhodobacter capsulatus*. GTAs are considered to be descendants of a prophage that was integrated into an alphaproteobacterial ancestor and was brought under the control of the QS gene regulatory system of the bacterial host (Lang and Beatty, 2007).

*Rhodobacter capsulatus* and *Dinoroseobacter shibae* are the only two organisms known in which QS controls expression of the CtrA phosphorelay and its targets such as GTAs. This relay consists of a histidine kinase CckA, phosphotransferase ChpT and transcriptional regulator CtrA and is best known for its role in controlling the asymmetric cell division of *Caulobacter crescentus* (Laub et al., 2002) into dimorphic cells being either swarmer or stalked with pilus and flagellum or stalk and holdfast, respectively (Mignolet et al., 2018). In *R. capsulatus* CtrA regulates expression of genes for GTA synthesis, competence family proteins and motility (Leung et al., 2012, 2013; Mercer et al., 2012; Brimacombe et al., 2014). A physiological clue that is integrated in the downstream decision making process is DNA strand stress via the SOS response master regulator LexA (Kuchinski et al., 2016). The LexA repressor undergoes autoproteolysis upon interaction with a complex of RecA and single stranded DNA (ssDNA). In *R. capsulatus* LexA autoproteolysis releases the promoter of *cckA* and thereby affects the phosphorylation of CtrA and its regulated traits (Westbye et al., 2017b, 2018).

Quorum sensing systems are especially common in the diverse and widely distributed Roseobacter group of marine *Rhodobacteraceae* (Simon et al., 2017). Members of this group represent the predominant part of the prokaryotic community in algae blooms (Gonzalez and Moran, 1997; Segev et al., 2016) and *Dinoroseobacter sp*. have been found to dominate the bacterial community associated with the dinoflagellate *Ostreopsis* cf. *ovata* (Guidi et al., 2018). QS in the Roseobacter group is of special interest as algal blooms and biofilms are environments that are better suited for communication via diffusible molecules than the open ocean (Cude and Buchan, 2013).

The QS system of *D. shibae* is one of the best studied among the Roseobacters. It consists of three AHL synthases, two of them located on the chromosome (LuxI_1,2_) and one on the 86-kb plasmid (LuxI_3_), each of them in an operon with a putative LuxR-type transcriptional regulator (Patzelt et al., 2013). *D. shibae* produces long chain AHLs with varying side chain lengths (C14–C18) and modifications (Neumann et al., 2013; Wang et al., 2014b). While LuxI_1_ was identified to mainly synthesize AHLs with side chain length of 18 carbon atoms (C18en and C18dien HSL), LuxI_2_ and LuxI_3_ synthesize mainly AHLs with side chains of 14 carbon atoms (C14en and 3-oxo C14 HSL) (Neumann et al., 2013; Patzelt et al., 2013; Wang et al., 2014b). The exact structure of the AHLs synthesized in the original host *D. shibae* differs from that of the enzymes cloned in *E. coli;* experiments with purified AI synthases showed that this is caused by the type of fatty acids available (Ziesche et al., 2018).

The *D. shibae* QS system is organized hierarchically, as revealed by gene deletion analyses: Deletion of *luxI_1_* results in a QS null mutant which does not produce detectable levels of AHLs (Patzelt et al., 2013). The product of the LuxI_1_ synthase induces expression of the CtrA phosphorelay which induces expression of the *luxI_2_* and *luxI_3_* operons as well as QS target genes, including those for biosynthesis of flagella and GTAs. In contrast, the plasmid located type IV secretion systems (T4SS) are induced by QS but not as a part of the CtrA phosphorelay (Wang et al., 2014b). QS activation of the CtrA phosphorelay has been shown to affect the chromosome content of cells and their morphological differentiation (Patzelt et al., 2013; Wang et al., 2014b). The effects of the *luxI_1_* knockout could be complemented by external addition of a wide variety of long chain AHLs (Patzelt et al., 2013, 2016). While knockout of *luxI_1_* and CtrA phosphorelay genes resulted in the decrease of the expression of GTA genes, knockout of *luxI_2_* resulted in their overexpression (Tomasch et al., 2018).

In this study, we aimed to unravel the temporal sequence of gene regulation of the QS system in *D. shibae* by examination of the time series transcriptome of a QS null mutant (Δ*luxI_1_*) to external AI addition. By determining transcription factor binding sites *in silico* we further analyzed if in *D. shibae* the SOS response is incorporated via LexA into the decision making as it has been found for *R. capsulatus*. To understand the consequences of transcriptional activation on a physiological level we analyzed the influence of the added AI on the chromosome content on the single cell level by flow cytometry and determined the GTA major capsid protein (MCP) as well as the second messenger c-di-GMP. Since replication and QS have been shown to interact via the CtrA phosphorelay, we analyzed the chromosomal localization of the major transcriptional regulators in both *D. shibae* and *R. capsulatus* and found that most of them have conserved positions relative to the origin and terminus of replication. Based on this study we were able to develop a hypothetical model for the integration of QS, replication control, and SOS response in *D. shibae*.

## Materials and Methods

### Bacterial Strains, Growth Conditions, and AHLs

*D. shibae* strains DFL12*T* (DSM16493) Δ*luxI_2_* and Δ*luxI_1_* (Patzelt et al., 2013) were cultivated in the dark at 30°C and 160 rpm in half concentrated Marine Broth (MB) or the chemically defined artificial sea water media (SWM) supplemented with 5 mM succinate (Tomasch et al., 2011). To prepare 1 mM stock solutions of 3-oxo C14 HSL (Cayman Chemicals, Ann Arbor, MI, United States) this compound was dissolved in dimethylsulfoxid (DMSO) while the stock of 1 mM C18 dien HSL (Institute of Organic Chemistry, TU Braunschweig, Germany) was dissolved in dichloromethane (DCM). 3-oxo C14 HSL was chosen as inducing AHL for transcriptomics, as it is commercially available, while C18 dien HSL had to be synthesized by cooperation partners and was not available on a regular basis.

### Induction Conditions

Precultures were prepared by spreading glycerol stocks on ½ MB plates and used to inoculate 20 mL liquid media (SWM with 5 mM succinate) with a loopful of bacteria and incubated overnight. Main cultures were inoculated to an optical density at 600 nm (OD_600_) of ∼0.01 and grown to an OD_600_ of ∼0.22 before treatment with 500 nM 3-oxo-C14-HSL (Supplementary Figure S1, induced) or an equal volume of DMSO (non-induced control). The concentration of 500 nM has been shown to be the lowest concentration that fully restores the transcriptome of the *ΔluxI_1_* mutant for all tested AHLs (Patzelt et al., 2016). The onset of the logarithmic phase is reached at an OD_600_ of ∼0.2 (Supplementary Figure S2), at which point QS regulated traits have previously been shown to be already expressed (Patzelt et al., 2013). The influence of AHLs and DMSO on the growth rate of the cultures was determined in a separate experiment. It differed only slightly, thus no major differences for the effect of growth between AHL and DMSO treated cultures were expected (Supplementary Figure S3).

### Time Course Experiment and RNA Isolation

Three 120 mL main cultures of *D. shibae*Δ*luxI_1_* were inoculated from precultures as described above. After reaching the desired OD_600_ cultures were split into two cultures (induced and non-induced control) and incubated as described above. Before the split and at time points 10, 20, 40, 60, 120, and 180 min post-induction, two samples of 2 mL per treatment were withdrawn for transcriptomics and processed immediately. Additionally, 1 mL samples were withdrawn for flow cytometric analysis. The transcriptome samples were centrifuged (13,000 rpm, 1 min, room temperature), the supernatant was removed, and 500 μL Trizol reagent (Ambion, Life Technologies, Carlsbad, CA, United States) was added. Samples were snap frozen using liquid nitrogen and stored at -70°C. Isolation of RNA was performed as described (Wang et al., 2014a). RNA amount was determined using the NanoDrop spectrophotometer (Peqlab, Erlangen, Germany). The following samples were sequenced in three biological replicates: pre-induction, 10, 20, 40, 60, 120, and 180 min post-induction with AHL, 60 and 180 min after addition of the solvent DMSO (control).

### RNA Sequencing and Data Processing

Total RNA was treated with the RiboZero kit (Illumina, San Diego, CA, United States) to remove ribosomal RNA following the manufacturer’s protocol. Single end, strand specific cDNA libraries were prepared using the Scriptseq v2 RNA-Seq Library Preparation Kit (Illumina, San Diego, CA, United States) following the manufacturers protocol. For sequencing equal volumes of libraries (12 pM) were multiplexed on a single lane. 

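The deposited data assign each library to 1 of 2 lanes. The 3 libraries taken before induction, the 3 taken 10 min after AHL addition and replicates 1 and 2 at 20 min carry lane number 5. Replicate 3 at 20 min and all libraries from 40 min onward, with AHL or with DMSO, carry lane number 6. Comparisons of AHL with DMSO at 60 or 180 min therefore lie within lane 6, whereas comparisons of the later samples with t = 0 span both lanes. In a fit with terms for time point, replicate number and lane, in which the lane term rests on the 20 min libraries, 0 of 4192 genes had an edgeR FDR below 0.05 for lane and 294 genes had an unadjusted p below 0.05. No other tool was run for this term. Only replicate 3 at 20 min sets lane apart from time, so the test has little power and does not exclude an effect of the lane.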

Sequencing was done on the HiSeq 2500 (Illumina, San Diego, CA, United States) using TruSeq SBS Kit v3 – HS (Illumina, San Diego, CA, United States) for 50 cycles resulting in 50 bp reads. Image analysis and base calling were performed using the Illumina pipeline v 1.8 (Illumina, San Diego, CA, United States). The demultiplexed raw fastq-files were quality-controlled using the FASTQ-mcf suite^1^. Low quality bases (Phred-score <30) and Illumina adaptors were clipped. Reads were mapped to the reference genome using bowtie2 (Langmead and Salzberg, 2012) with default parameters for single end reads.

Ambiguously mapping reads were randomly distributed between all regions to which they could be assigned. The plasmids of *D. shibae* contain highly syntenic regions with strong sequence conservation. These include large parts of the 191 kb and 126 kb plasmids (Wagner-Döbler et al., 2010) as well as a transposable element with the *thiC* gene in center duplicated on three plasmids (Tomasch et al., 2018) As reads could not be assigned unambiguously we would otherwise loose information on the expression of these regions. None of these syntenic regions showed a change in expression in the conducted experiments.

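Counts were compared for all genes of the 191 kb plasmid pDSHI01 (195 genes) and the 126 kb plasmid pDSHI03 (135 genes), large parts of which are syntenic. In 10 comparisons, 6 of AHL time points with t = 0, 2 of DMSO with t = 0 and 2 of AHL with DMSO, edgeR called 0 of their genes at an FDR below 0.05 and an absolute log2 fold change above 1, and DESeq2 called 0 as well. Smaller changes were present. On pDSHI01, 32 to 59 genes per comparison had an unadjusted p below 0.05 and 10 to 33 an FDR below 0.05, and on pDSHI03 these numbers were 18 to 42 and 2 to 31. The 3 copies of thiC, Dshi_3681 on pDSHI01, Dshi_3877 on pDSHI02 and Dshi_4080 on pDSHI04, had log2 fold changes from -0.34 to 0.33 over these comparisons, each with an FDR below 0.05 at 20 min with AHL, with DMSO at 60 and 180 min and for AHL against DMSO at 60 min. The other genes of the transposable element were not followed as a group, since its limits are not given in the paper's text. Because ambiguous reads were placed at random, the counts of near-identical genes on these plasmids cannot be attributed to a single copy.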

The resulting sam-files were converted to indexed binary format and pile-up format using samtools (Li et al., 2009). The program featureCounts (Liao et al., 2014) was used to count the reads mapping to genes. Accession numbers of the reference genome of *D. shibae*: chromosome, 3.79 Mb (NC_009952.1); pDSHI01, 191 kb (NC_009955.1); pDSHI02, 153 kb (NC_009956.1); pDSHI03, 126 kb (NC_009957.1); pDSHI04, 86 kb (NC_009958.1); pDSHI05, 72 kb (NC_009959.1).

### Data Availability

Raw and processed RNA-sequencing data have been deposited at the gene expression omnibus database under accession number GSE122111^2^.

### Statistical Analysis

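Within each of the 9 groups, the 3 replicates were compared in pairs. Pearson correlation coefficients of log2 CPM across genes, with a pseudocount of 0.5, ranged from 0.986 (10 min AHL, replicates 1 and 3) to 0.996 (180 min AHL, replicates 1 and 2). Genes are not independent replicates, so these coefficients describe the libraries only. No pair differed by as little as sampling noise alone would give: chi-square per degree of freedom over genes with at least 10 counts in a pair was between 3.05 and 27.6, and each library was counted as a replicate of its own.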

The quality of replicate samples was assessed by manual inspection of scatter plots and by calculating the Pearson correlation coefficient (Supplementary Figure S4). The R-package edgeR (Robinson et al., 2010) was used to identify genes with a significant change in expression. Differential expression was assessed separately for the AHL and DMSO treated samples. Only genes with a false discovery rate <0.05 and an absolute log^2^ fold-change >1 compared to time point *t* = 0 were considered. Additionally, genes that had an absolute log fold-change difference >1 between AHL treatment and DMSO treatment (control) at 60 min or 180 min were removed from the dataset (approximately 130 genes), as these genes likely had changed either due to addition of DMSO or as a result of cultivation time. 

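At any of the 6 AHL time points, 345 genes passed the FDR and fold-change limits against t = 0. The DMSO samples, fitted separately with t = 0, had 32 such genes at 60 min (5 higher, 27 lower) and 126 at 180 min (9 higher, 117 lower). Genes were removed here when DMSO changed them in the same direction and the log2 fold changes of AHL and DMSO differed by at most 1 at that time point. This removed 113 genes and kept 232, of which 224 are listed in Table S2. Read as printed, with removal of genes whose 2 log2 fold changes differ by more than 1, the filter kept 147 genes, 33 of them in Table S2, and removed ctrA. Removal of every gene changed by DMSO kept 225 genes and also removed ctrA, whose log2 fold change with DMSO at 180 min was 1.25 ± 0.10 (SE, FDR = 3.2e-07). Because AHL and DMSO samples share the t = 0 libraries, their fold changes correlate even without any effect. Across genes, the correlation was 0.579 at 60 min and 0.51 at 180 min, against means of 0.575 and 0.541 in 10 simulations of unchanged groups. Calls shared in the same direction numbered 9 and 115, against 0 in the simulations. The manual check of operons that followed in the study was not repeated.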

The dataset was further manually checked for genes slightly below the chosen cut-off but likely not part of the QS response because they were part of an operon or gene cluster that also changed in expression during the control treatment. The strong down-regulation of photosynthesis-related genes in the later AHL-treated and DMSO-treated samples was most probably caused by light-exposure of the samples during sampling. 

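The genes taken as photosynthesis-related were 27 puf, puh, puc, bch and crt genes and acsF, selected by symbol after a search by product name matched no gene. With AHL, their median log2 fold change against t = 0 was 0.43 at 10 min, with 25 of 27 genes higher and 14 of them at an FDR below 0.05. As a set they had an adjusted p of 0.0576 at that time (limma's fry). The median was 0.07 at 20 min, -0.16 at 40 min, -0.43 at 60 min, -1.65 at 120 min and -2.89 at 180 min. With DMSO it was -0.61 at 60 min and -3.24 at 180 min. At 180 min, all 27 genes were lower and past both limits in either treatment, from -1.87 (Dshi_2637) to -4.21 (pufL, Dshi_3523) with DMSO. As a set they fell with AHL (limma's fry, adjusted p = 9.4e-12) and with DMSO (adjusted p = 1.2e-06). Compared directly at 180 min, AHL and DMSO differed by a median of 0.23 (limma's fry, adjusted p = 0.146), with 25 of 27 genes higher with AHL but only 4 at an FDR below 0.05. Light during sampling was not recorded in the data used here.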

We previously demonstrated the repressing effect of light on these genes (Tomasch et al., 2011). Differential expression of all 4,192 protein coding genes for all treatments can be found in Supplementary Table S1. The 243 genes considered as responding to the addition of AHLs and further analyzed can be found in Supplementary Table S2.

### Flow Cytometry

SybrGreen stains DNA stoichiometrically and is therefore suited for determination of the chromosome content of cells. In particular the two peaks often observed for slow growing bacteria allow to differentiate between pre- and post-replication cells (Marie et al., 1997). Samples of 1 mL were fixed using 80 μL 2% glutaraldehyde (Heidelberg, Germany) and analyzed using a BD FACS Canto flow cytometer (BD Biosciences, San Jose, CA, United States). Samples were diluted if necessary using PBS (8 g NaCl, 0.2 g KCl, 1.44 g Na_2_HPO_4_, 0.24 g KH_2_PO_4_, dissolved in 1 L distilled water, autoclaved and sterile filtered) and stained with 10 μL mL^-1^ SybrGreen I (Molecular Probes, Leiden, Netherlands). The signal was monitored using the FITC filter (excitation 488 nm, emission 519 nm).

### *In silico* Determination of Transcription Factor Binding Sites

CtrA transcription factor binding sites (TFBS) were determined using the matchPWM function of the R-package Biostrings as described before (Wang et al., 2014b). We used the position weight matrix (PWM) determined for several alphaproteobacteria (Brilli et al., 2010), but tested three different minimum matching scores of 85, 82.5, and 80% (Supplementary Table S3). After manual inspection of the obtained sequences we decided to use a cut-off of 82.5%. To determine LexA TFBS in *D. shibae* 80 alphaproteobacterial sequences with *in silico* determined LexA binding site were downloaded (Erill et al., 2004). These sequences had been obtained by comparison of alphaproteobacterial whole genome sequences with the known *E. coli* LexA binding sequence. Based on these sequences a position weight matrix (PWM) was generated and searched for in the *D. shibae* genome. Genes with a minimum matching score of 82.5% were kept and ordered to two groups, the GTTC consensus and GAAC consensus motifs (Supplementary Table S3). The sequence logo was obtained using the Weblogo service of the Computational Genomics Research Group (Crooks et al., 2004).

### Determination of the Origin and Terminus of Replication

Both origin (Ori) and terminus (Ter) of replication were obtained from the DoriC database (Luo et al., 2018) and confirmed using the GC skew. The GC skew describes the preference of guanine and thymine on the leading and adenine and cytosine on the lagging strand. Thereby, a switch between nucleotide preferences at the Ori and Ter has been observed (Lobry, 1996).

### Western Blots

Western blotting was performed to detect the MCP of GTAs. Main cultures of Δ*luxI*_1_ and Δ*luxI*_2_ had been prepared as described above. Strain Δ*luxI*_2_ was included as positive control as it is a GTA overproducing strain (Tomasch et al., 2018). Δ*luxI*_1_ was treated with 3-oxo C14, C18dien HSL or DMSO as negative control. A final concentration of 500 nM was used unless indicated otherwise. Samples of 400 μL were withdrawn, pelleted by centrifugation (17,000 × *g*, 2 min) and resuspended in 400 μL TE buffer. 5 μL of each sample was mixed with 6× Laemmli sample buffer. Before Western blotting, samples were heated (98°C, 5 min) and centrifuged (3,000 rpm and 2 min). SDS-PAGE and immunoblotting were performed as described before (Fu et al., 2010). However, instead of 10% polyacrylamide gels, 12% gels were used for protein separation and the antibodies were added at concentrations of 1:1000. The primary antibody (AS08365, Agrisera AB), detecting the GTA MCP (Dshi_2174) was incubated at 4°C overnight and the AP conjugated secondary antibody (AS09607, Agrisera AB) was incubated for 1 h. For chemiluminescent detection, the membrane was incubated in 1% alkali-soluble casein (Merck Millipore) utilized as blocking substance until visualization. For luminescence induction the membrane was then covered with CDP-Star AP Substrate (Merck Millipore) and signals visualized using the imaging system Las-3000 (FujiFilm Europe GmbH).

### Extraction and Quantification of C-di-GMP

Cultures were grown to the desired OD_600_, 5 mL were withdrawn, and samples were centrifuged (20 min, 4°C, 2,500 × *g*). The supernatant was discarded, and the pellet resuspended in 500 μL SWM. The sample was centrifuged again but the remaining pellet was resuspended in 300 μL solvent (acetonitrile/methanol/water 2:2:1). Incubation on ice for 15 min and heating at 95°C for 10 min were followed by cooling down on ice. After further centrifugation (10 min, 4°C, 20,800 × *g*) the pellet was resuspended in 200 μL solvent and the supernatant stored at -20°C overnight for allowing optimal protein precipitation. The pellet was resolved in 200 μL solvent (acetonitrile/methanol/water 2:2:1) (without heating to 95°C again), and this step was repeated twice. The final pellet was used for determination of total protein concentration applying the bicinchoninic acid (BCA) method as described below. The supernatant of overnight protein precipitation was centrifuged for 10 min at 4°C, 20,800 × *g* and the resulting supernatant stored at -70°C. C-di-GMP was quantified in this supernatant using mass spectrometry as described before (Bähre and Kaever, 2017).

### Determination of Protein Concentration

The total protein concentration was determined using the BCA assay kit (Lot P120456, Serva) according to the manufacturer’s protocol. Pellets from 1 mL cell culture were resuspended in 800 μL 0.1 M NaOH and heated for 15 min at 95°C. Successful lysis of the cells was controlled by microscopy. Cell debris was removed by centrifugation (10 min, 4°C, 20,800 × *g*) and 100 μL supernatant was transferred to 2 mL BCA working solution and incubated at 60°C for 15 min. After cooling to room temperature, the OD was determined at 562 nm photometrically (Ultrospec 3100 pro).

## Results

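RNA sequencing data of the D. shibae ΔluxI1 strain were analysed. D. shibae is a marine alphaproteobacterium, and this mutant lacks the synthase for the autoinducers (acyl-homoserine lactones, AHLs) at the top of its quorum sensing (QS) system. The data comprised 9 groups of 3 biological replicates, 27 libraries in all. The groups were cells before induction (t = 0), cells 10, 20, 40, 60, 120 and 180 min after addition of 500 nM 3-oxo C14 HSL, and cells 60 and 180 min after addition of the solvent DMSO alone. The authors depleted ribosomal RNA, sequenced single-end strand-specific libraries, mapped the reads with Bowtie 2 and counted them on the 4192 protein-coding genes with featureCounts. Reads mapping to several places were placed at random, and a read overlapping several genes was counted for each of them, which affects the 8 genes that overlap a neighbour on the same strand by at least 50 bp more than the others. The deposited values are these counts, without normalization. Total counts on genes per library were 4545717 to 5199263 (median 4928907) at t = 0, 4065357 to 5045174 (median 4450533) at 10 min, 5015020 to 7448816 (median 5946439) at 20 min and 7121402 to 8220278 (median 7324253) at 40 min. They were 6827771 to 9216577 (median 8113192) at 60 min, 6401585 to 7941276 (median 7298236) at 120 min and 6070235 to 7564727 (median 6454713) at 180 min after AHL addition. With DMSO they were 6620446 to 6892031 (median 6845344) at 60 min and 4947776 to 6734945 (median 5815384) at 180 min. The gene with the most counts took 4.34 to 5.27% of a library. From these counts, log2 fold changes were obtained with edgeR's quasi-likelihood test and TMM normalization. The false discovery rate (FDR) is the Benjamini-Hochberg adjusted p of that test over all 4192 genes. The standard error (SE) was computed as the absolute log2 fold change over the square root of the F statistic of that test. It thus restates the test and is not an error estimated apart from it. A gene was called changed at an FDR below 0.05 and an absolute log2 fold change above 1, the limits stated in the methods. AHL samples and DMSO samples were each fitted together with t = 0, and a fit of all 27 libraries gave the direct comparison of AHL with DMSO. No gene was filtered out. The spread between replicates was small, with a common biological coefficient of variation of 0.0828 in the AHL fit and 0.0679 in the DMSO fit. The deleted gene, luxI1 (Dshi_0312), had 657 to 1268 counts in each library, or 148 ± 21.4 CPM (SD, n = 27 libraries). Counts per gene hold no positions, so whether these reads lie on a part of luxI1 left in the mutant was not analysed here, and the gene does not test the strain label.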

We followed the transcriptional response of the QS null mutant *D. shibae*Δ*luxI_1_* toward an externally added AHL for 3 h. In order to discriminate between fast and slow responding genes, the first hour post-induction was densely sampled. To induce QS, we spiked the culture with 500 nM 3-oxo C14 HSL. This AHL is the second most abundant AHL synthesized by *D. shibae* (Ziesche et al., 2018) and it is the product of the synthases LuxI_2_ or LuxI_3_ which are under the control of LuxI_1_ (Patzelt et al., 2013). Previously we showed that various long chain AHLs of *D. shibae*, including the most abundant AHL, C18 dien HSL, as well as 3-oxo C14 HSL fully restore the effects of the *luxI_1_* deletion on the transcriptional and physiological level (Patzelt et al., 2016).

### Time Series Transcriptomic Response Toward AHL Addition

The time series analysis of the transcriptome up to 3 h post induction (Supplementary Table S1), revealed 243 genes with significant change of expression compared to *t* = 0 (before induction), of which 235 were located on the chromosome (Supplementary Table S2). 

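Over the time series, the number of genes called against t = 0 was 26 at 10 min (22 higher, 4 lower), 21 at 20 min (20 higher, 1 lower) and 25 at 40 min (22 higher, 3 lower). It was 30 at 60 min (20 higher, 10 lower), 203 at 120 min (104 higher, 99 lower) and 314 at 180 min (168 higher, 146 lower). Without replicate 3, the calls were 21 higher and 13 lower at 10 min, 19 and 1 at 40 min and 20 and 17 at 60 min. With the lane and a replicate block, they were 15 and 15 at 60 min. Of the genes called at any time point, 26 were first called at 10 min, 4 at 20 min, 5 at 40 min, 14 at 60 min, 174 at 120 min and 122 at 180 min. The alternative that moved the early counts most was a test against a log2 fold change of 1 (edgeR glmTreat), which left 10 genes at 40 min and 10 at 60 min. Compared with DMSO at the same time, 24 genes were called at 60 min (22 higher, 2 lower) and 193 at 180 min (163 higher, 30 lower). Of the 30 genes called at 60 min against t = 0, 15 were also called against DMSO in the same direction. Of those called at 180 min, 180 were also called against DMSO in the same direction, 154 higher and 26 lower. After the control filter, 227 of the kept genes lay on the chromosome and 5 on plasmids. Of these, pDSHI04 carried luxB (Dshi_4067), Dshi_4074 and luxI3 (Dshi_4152), with log2 fold changes at 180 min of 3.91, 4.41 and 5.54. Of the 243 genes listed in Table S2, 225 were called here, and all 1458 log2 fold changes of that table lay within 0.0576 of the values obtained here.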

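Among the 232 genes kept after the control filter, 178 were called higher only, 53 lower only and 1 both higher and lower at different time points. The putative transcription factor Dshi_2775 fell by 3.15 on the log2 scale at 10 min (SE 0.12, FDR = 4.4e-14) and by 3.90 at 20 min (SE 0.12, FDR = 1.6e-15), the largest fall of any called value among these genes. It then rose slowly, with log2 fold changes of -3.61 at 40 min, -3.04 at 60 min, -2.68 at 120 min and -2.21 at 180 min. With DMSO it did not change (-0.03 at 60 min, FDR = 0.859, and -0.06 at 180 min, FDR = 0.636). The next largest falls were those of Dshi_0598 at 180 min (-3.62) and Dshi_1451 at 120 min (-3.37).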

Only 49 genes were downregulated, most strongly the putative transcription factor Dshi_2775. The alginate-biosynthesis operon provided a rare example of transient activation within the first hour post induction. 

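The operon was taken as the 15 genes Dshi_1890 to Dshi_1904. At 10 min, 11 of them were called higher, with a median log2 fold change over all 15 of 2.63 and values from -0.11 (Dshi_1894) to 4.21 (Dshi_1895), and as a set they rose (limma's fry, adjusted p = 7.5e-07 over 90 set tests). The median was 2.06 at 20 min, 1.25 at 40 min, 0.78 at 60 min, 0.80 at 120 min and -0.28 at 180 min, when edgeR called 0 genes, 1 had an FDR below 0.05, 5 had an unadjusted p below 0.05 and DESeq2 called 0. At 120 min, 4 genes were still called, with the highest value in Dshi_1896. Among them, Dshi_1895 was at 1.39, but at 0.56 without replicate 2 (FDR = 0.0534). With the lane and a replicate block its FDR was 0.155. Adjusted over the list alone, the number of genes with an FDR below 0.05 was 12 of 15 at 10 min, as over all genes. The study chose this operon on the same samples, so the first count is not independent evidence. This also holds for other lists drawn from its responding genes, such as the Tad genes of Table S2. With DMSO at 60 min, the median was -0.36. Compared with DMSO at 60 min, the operon was higher with AHL by a median of 1.23 (limma's fry, adjusted p = 4.2e-04). Camera with an estimated correlation between genes gave an adjusted p of 0.0972. Camera asks whether these genes changed more than the other genes, so it does not test the rise itself. For 10 to 40 min and for 120 min there were 0 DMSO libraries.

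**Figure D1:**
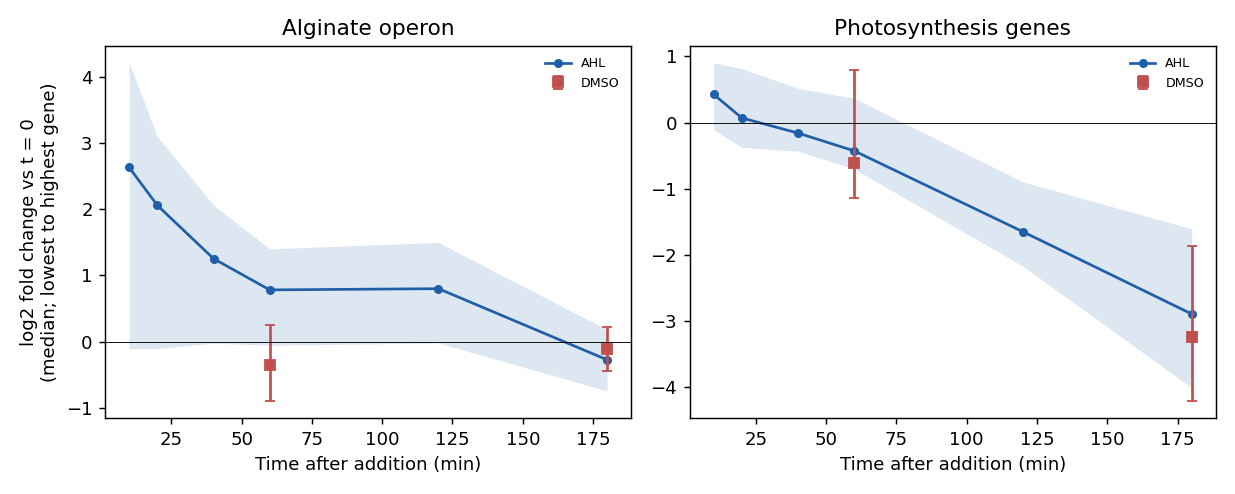
Log2 fold change against t = 0 (vertical axis) by time after addition in minutes (horizontal axis) for the 15 genes of the alginate operon and the 27 photosynthesis genes. Lines show the median with AHL and shading the lowest to highest gene; squares show the median with DMSO and bars the lowest to highest gene. The alginate median with AHL starts at 2.63 at 10 min and ends at -0.28 at 180 min, and the photosynthesis medians at 180 min are -2.89 with AHL and -3.24 with DMSO.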

Below we focus on potential targets activated by the CtrA phosphorelay and genetic modules to which we could assign clear functions using comparative genomics (Supplementary Table S4). The expression profiles of these 107 selected genes are displayed in Figure 1.

**FIGURE 1:**
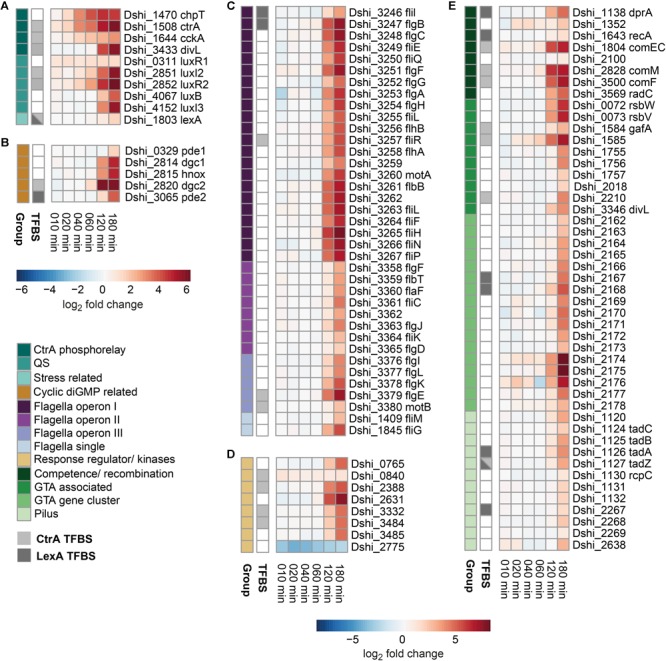
Time resolved transcriptomic analysis of a *D. shibae* quorum sensing null mutant response toward 3-oxo C14 HSL addition. *D. shibae* Δ*luxI_1_* cells were induced by addition of either 500 nM AHL or DMSO. At multiple time points samples were withdrawn and the differential gene expression evaluated and displayed in this heatmap. Regulated genes were organized into the color indicated categories displayed in multiple heatmaps **(A–E)**. Transcription factor binding sites (TFBS) for CtrA and LexA were obtained by matching a position weight matrix based on known binding sites in other alphaproteobacteria on the *D. shibae* genome.

### Quorum Sensing and CtrA Phosphorelay

In Figure 1A genes of the CtrA phosphorelay (*ctrA, chpT, cckA*), AHL synthases (*luxI_2_, luxI_3_*), the corresponding transcriptional regulators (*luxR_1_* and *luxR_2_, luxB*), the cell division protein *divL* (included due to its CckA modulating effect in *Caulobacter*) and the response regulator *lexA* are shown. 

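The genes of the CtrA phosphorelay lie apart on the chromosome, with ctrA (Dshi_1508) at 1567977 to 1568690 on the plus strand, chpT (Dshi_1470) at 1525195 to 1525809 on the minus strand and cckA (Dshi_1644) at 1705935 to 1708274 on the minus strand. Expression of ctrA was 66.7 ± 7.24 CPM (SD, n = 3) at t = 0 and 4045 ± 309 CPM at 180 min. Its log2 fold change was 0.97 ± 0.11 (SE, FDR = 4.0e-06) at 10 min, 1.60 ± 0.11 (SE, FDR = 1.7e-09) at 20 min and 3.01 ± 0.11 (SE, FDR = 1.5e-14) at 40 min, and 5.92 (FDR = 6.5e-20) at 180 min. The change of chpT was 0.31 ± 0.10 (SE, FDR = 0.0463) at 10 min, where the FDR rose above 0.05 under several other settings, 1.37 ± 0.08 (SE, FDR = 4.3e-10) at 20 min and 3.12 ± 0.08 (SE, FDR = 4.2e-17) at 40 min. The change of cckA at 10 min was 0.37 ± 0.08 (SE, FDR = 0.00594), close to that of chpT. Its FDR there was 0.057 without replicate 1 and 0.221 without replicate 2. At the next times it was smaller than the changes of ctrA and chpT, with 0.63 ± 0.08 (SE, FDR = 2.3e-05) at 20 min and 1.52 ± 0.08 (SE, FDR = 1.9e-11) at 40 min. All 3 genes were higher with AHL than with DMSO at 60 min, by 2.94 ± 0.11 (SE, FDR = 1.1e-16) for ctrA, 3.85 ± 0.07 (SE, FDR = 4.2e-23) for chpT and 1.77 ± 0.08 (SE, FDR = 3.9e-15) for cckA. With DMSO alone, ctrA rose by 0.62 at 60 min (FDR = 9.1e-04).

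**Figure D2:**
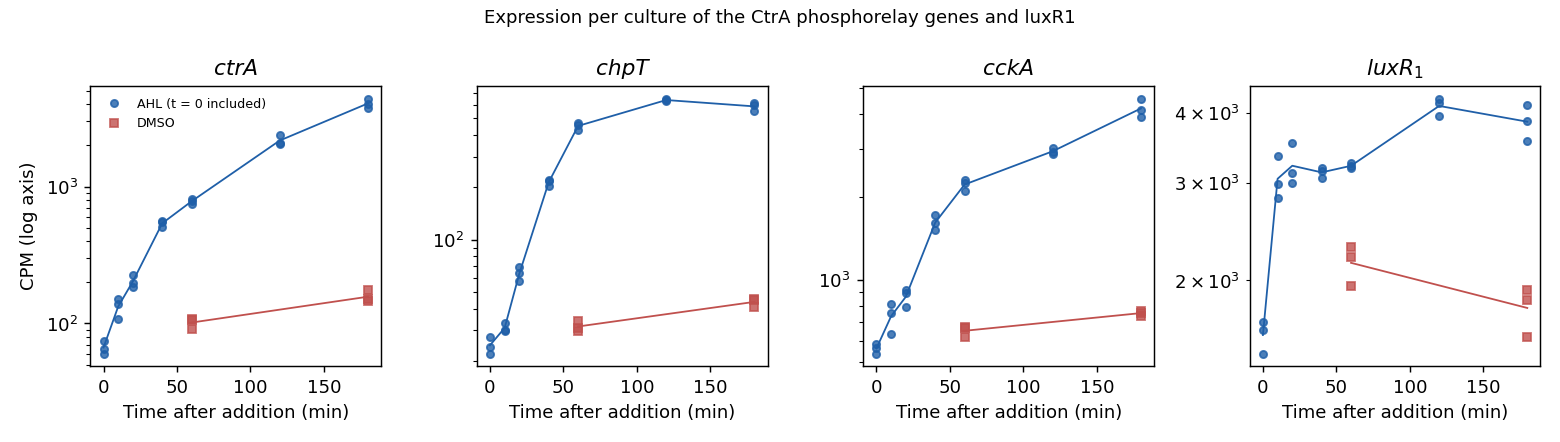
CPM (vertical log axis) of ctrA, chpT, cckA and luxR1 by time after addition in minutes (horizontal axis). Each point is a library, with circles for t = 0 and AHL, squares for DMSO and a line through the AHL means. The mean for ctrA goes from 66.7 CPM at t = 0 to 4045 CPM at 180 min with AHL and 157 CPM with DMSO.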

A clear timing of transcription initiation could be observed (Supplementary Figure S5): *CtrA* and *chpT* showed an immediate sharp increase in expression while *cckA* expression increased with a less steep slope. 

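Successive time points were compared for the 3 relay genes. Expression of chpT increased by 1.08 ± 0.06 (SE, FDR = 6.4e-10) from 40 to 60 min and by a further 0.49 ± 0.06 (SE, FDR = 3.6e-06) from 60 to 120 min, and from 120 to 180 min it did not change (-0.11 ± 0.06 (SE, FDR = 0.281)). For ctrA, the step was 1.403 from 20 to 40 min and 0.54 from 40 to 60 min (FDR = 0.0049, above 0.05 without replicate 1 and without replicate 2). It was 1.47 over the following 60 min and 0.91 over the last 60 min (FDR = 2.0e-07). For cckA, the steps were 0.89, 0.46, 0.40 and 0.52 (FDR = 2.9e-05), of which the step from 40 to 60 min had an FDR of 0.0563 without replicate 1 and 0.251 without replicate 2, and that from 60 to 120 min 0.0562 without replicate 2. At 180 min, cckA had reached a log2 fold change of 2.90 and chpT of 4.58 against t = 0.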

While *chpT* reached a maximum after 60 min, transcriptional activation of the other two genes slowed down after 40 min but continued to increase. The QS genes *luxI_2_/luxR_2_* started to increase 20 min after AHL addition, and *luxI_3_/luxB* transcription increased more than 60 min after stimulation with AI. 

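Expression of luxR2 (Dshi_2852) changed by 0.66 ± 0.12 (SE, FDR = 0.00166) at 20 min, 1.51 ± 0.12 (SE, FDR = 1.1e-08) at 40 min and 2.75 ± 0.12 (SE, FDR = 2.6e-13) at 60 min, and by 6.18 at 180 min. Without replicate 2 the FDR at 20 min was 0.107. At 10 min the change was 0.55 ± 0.12 (SE, FDR = 0.00594), with an FDR of 0.122 without replicate 1 and 0.2 without replicate 2. The neighboring luxI2 (Dshi_2851) had only 4 to 584 counts per library, and its change was not significant at 20 min (0.30 ± 0.43 (SE, FDR = 0.766)) or 40 min (0.82 ± 0.39 (SE, FDR = 0.3)). It reached 1.77 ± 0.34 (SE, FDR = 0.00202) at 60 min, where the FDR was 0.0564 without replicate 2 and 0.851 with the lane and a replicate block, 3.79 at 120 min and 5.71 at 180 min. Against DMSO at 60 min, within lane 6, it was higher by 1.78 ± 0.32 (SE, FDR = 7.1e-04). On plasmid pDSHI04, luxI3 (Dshi_4152) was unchanged at 60 min (0.13 ± 0.19 (SE, FDR = 0.762)) and increased by 3.19 at 120 min (FDR = 9.8e-12). For luxB (Dshi_4067) the values were 0.12 ± 0.11 (SE, FDR = 0.583) at 60 min and 1.88 ± 0.11 (SE, FDR = 1.7e-11) at 120 min.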

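Expression of luxR1 (Dshi_0311), which lies next to luxI1 on the chromosome at 300364 to 300975, was 1594 ± 106 CPM (SD, n = 3) at t = 0. Its log2 fold change was 0.91 ± 0.07 (SE, FDR = 1.5e-08) at 10 min, 1.02 at 20 min, 0.97 at 40 min, 1.01 at 60 min, 1.36 at 120 min and 1.28 at 180 min (FDR = 2.0e-12). With DMSO, luxR1 rose by 0.45 ± 0.08 (SE, FDR = 0.00223) at 60 min and did not change at 180 min (0.18 ± 0.08 (SE, FDR = 0.139)); the rise at 60 min had an FDR of 0.108 without replicate 1 and 1.5e-06 to 1 over all alternatives, and the 180 min value passed an FDR of 0.05 without replicate 3 or with library size as the only scaling. The direct difference between AHL and DMSO was 0.58 ± 0.08 (SE, FDR = 3.0e-05) at 60 min and 1.11 ± 0.08 (SE, FDR = 1.0e-11) at 180 min.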

Interestingly, the regulator LuxR_1_, located adjacent to the deleted master synthase LuxI_1_, was induced already 10 min after AHL-addition and remained at this level throughout the experiment. The genes *divL* and *lexA* increased in expression at 2 and 3 h, respectively (Figure 1A).

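Of the genes annotated as divL, Dshi_3433 changed at 60 min by 0.33 ± 0.09 (SE, FDR = 0.0173), below the fold-change limit and with an FDR of 0.0964 without replicate 1, 0.37 without replicate 2 and 0.734 with the lane and a replicate block. It was higher than with DMSO at 60 min, within lane 6, by 0.26 ± 0.08 (SE, FDR = 0.0312). For Dshi_3346 no change was found at 60 min (-0.16 ± 0.11 (SE, FDR = 0.421)). At 120 min they had increased by 4.26 ± 0.09 (SE, FDR = 1.2e-19) and 2.22 ± 0.10 (SE, FDR = 7.4e-14), and at 180 min by 5.76 and 3.81. For lexA (Dshi_1803) the change was 0.22 ± 0.06 (SE, FDR = 0.0296) at 60 min, with an FDR of 0.0784, 0.325 and 0.126 without replicate 1, 2 or 3 and 0.708 with the lane and a replicate block, 0.76 ± 0.06 (SE, FDR = 2.1e-09) at 120 min, below a log2 fold change of 1, and 1.42 ± 0.06 (SE, FDR = 1.6e-14) at 180 min. Compared with DMSO, within lane 6, lexA was higher by 0.26 ± 0.06 (SE, FDR = 0.00371) at 60 min and 1.45 (FDR = 1.4e-17) at 180 min.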

### Enzymes Involved in C-di-GMP Turnover

We found all recently characterized enzymes involved in c-di-GMP turnover of *D. shibae* (Bedrunka et al., 2018) to be induced by AHL addition (Figure 1B). 

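At 180 min all 5 genes were called higher against t = 0. The largest change was that of dgc2 (Dshi_2820, chromosome 2976378 to 2977766), 6.88 ± 0.12 (SE, FDR = 3.6e-21), and the smallest that of pde1 (Dshi_0329, chromosome 317056 to 318645), 1.42 ± 0.15 (SE, FDR = 1.6e-07). The remaining genes, dgc1 (Dshi_2814), hnox (Dshi_2815) and pde2 (Dshi_3065), changed by 5.00, 4.88 and 3.86. Compared with DMSO at 180 min, the differences were 6.97 for dgc2, 4.97 for dgc1, 4.88 for hnox, 3.90 for pde2 and 1.48 for pde1 (the highest FDR among them being 3.9e-09).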

C-di-GMP is synthesized through condensation by diguanylate cyclases (DGC) and hydrolyzed by phosphodiesterases (PDE). Most organisms possess multiple DGC/PDEs that play a role in various processes (Hengge et al., 2015). *D. shibae* has two PDE, two DGC and one H-NOX gene which inhibits the adjacent *dgc1.* Our data revealed a precise timing in the induction of these genes by QS: *dgc2* is expressed first from 1 h onward. 

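For dgc2, the log2 fold change was 0.06 ± 0.18 (SE, FDR = 0.932) at 40 min, 1.22 ± 0.16 (SE, FDR = 2.5e-05) at 60 min and 5.94 ± 0.12 (SE, FDR = 8.2e-20) at 120 min. With the lane and a replicate block, the FDR at 60 min was 0.161, and the difference from DMSO at 60 min, within lane 6, was 1.03 ± 0.14 (SE, FDR = 2.2e-05). At 60 min the other 4 genes were at t = 0 levels, with dgc1 at -0.07 (FDR = 0.922), hnox at 0.21 (FDR = 0.773), pde2 at -0.05 (FDR = 0.921) and pde1 at -0.10 (FDR = 0.789).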

*Dgc1* and *hnox* expression increased at 2 h post-induction while the hydrolyzing enzymes *pde2* and *pde1* are activated from 2 and 3 h onward, respectively (Figure 1B). 

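At 120 min, expression of dgc1 had increased by 2.81 ± 0.21 (SE, FDR = 6.0e-10), of hnox by 2.80 ± 0.23 (SE, FDR = 2.9e-09) and of pde2 by 1.36 ± 0.17 (SE, FDR = 2.5e-06), while pde1 was still unchanged (-0.11 ± 0.17 (SE, FDR = 0.705)). The coding sequences of dgc1 and hnox overlap by 4 bp, so reads over this stretch were counted for both.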

The actual metabolite formation was proven (see below).

### Flagella Gene Cluster

The *D. shibae* flagellum is built from three gene clusters (gene cluster I–III) and two single genes (Figure 1C and Supplementary Table S5). Gene cluster I comprises 22 genes of the flagella basal body, biosynthesis and motor proteins. Gene cluster II comprises eight genes of the flagella regulatory system, flagellin and flagella hook protein. Gene cluster III comprises five genes of hook proteins and chemotaxis system. FliM and FliG are separately located and are known for their roles in the rotor behavior of flagella. Here, we found cluster I to increase in expression at 2 h post-induction while gene cluster II is activated at 3 h. 

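At 60 min, 1 of the 22 genes of cluster I and 0 of the 8 genes of cluster II had an edgeR FDR below 0.05. In cluster II, 0 genes had an unadjusted p below 0.05 and 0 a DESeq2 FDR below 0.05. At 120 min all 22 genes of cluster I were called higher, with a median log2 fold change of 4.07, from 1.61 (Dshi_3246) to 5.96 (Dshi_3265), and as a set they rose (limma's fry, adjusted p = 1.1e-12). In cluster II all 8 genes had an FDR below 0.05 at 120 min but only 4 were called, with a median of 1.03, from 0.61 (Dshi_3365) to 1.93 (Dshi_3363). This set rose under limma's fry (adjusted p = 5.2e-07), while camera, which compares it with the other genes, gave an adjusted p of 0.0901. At 180 min the medians were 6.25 in cluster I and 3.402 in cluster II, all genes were called, and against DMSO the medians were 6.30 and 3.32. Adjusted over the list alone, the counts at 120 min were also 22 of 22 and 8 of 8.

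**Figure D3:**
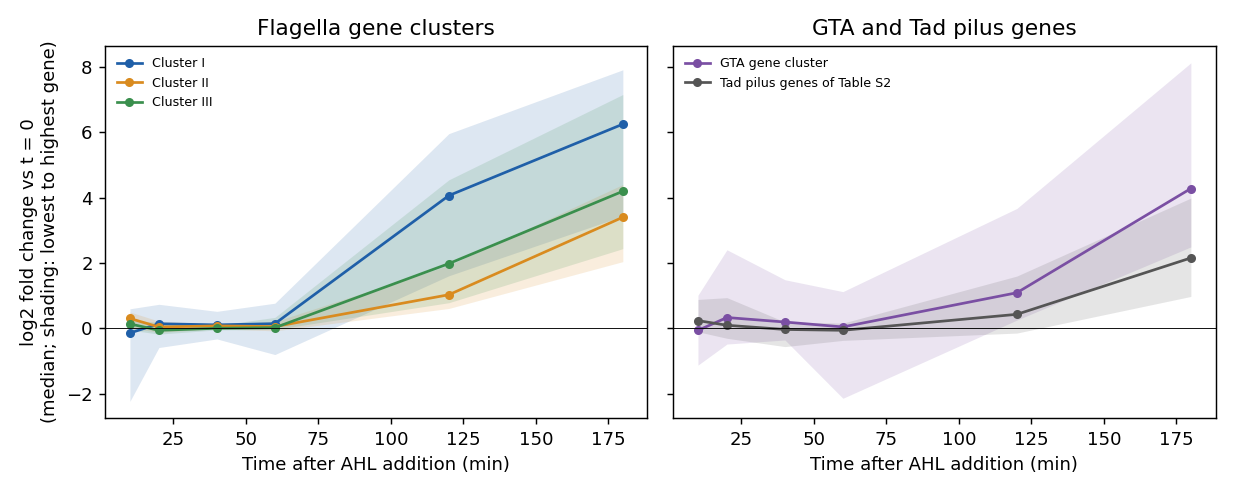
Median log2 fold change against t = 0 (vertical axis) by time after AHL addition in minutes (horizontal axis), with shading from the lowest to the highest gene. The left panel shows flagella clusters I, II and III, with medians at 120 min of 4.07, 1.03 and 1.98; the right panel shows the GTA gene cluster and the Tad pilus genes of Table S2, with medians at 120 min of 1.09 and 0.43.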

Gene cluster III and the single genes are showing both patterns, activation at 2 or 3 h, depending on the gene. 

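In cluster III, all 5 genes had an FDR below 0.05 at 120 min, also adjusted over the list alone, and 4 were called. Their log2 fold changes ranged from 0.78 (Dshi_3380) to 4.55 (Dshi_3379), with a median of 1.98, and at 180 min all 5 were called with a median of 4.20. Of the single genes, fliM (Dshi_1409) changed by 0.55 ± 0.12 (SE, FDR = 0.00194) at 120 min, with an FDR of 0.468 with the lane and a replicate block, and 2.73 ± 0.11 (SE, FDR = 5.7e-15) at 180 min, and fliG (Dshi_1845) by 3.02 ± 0.19 (SE, FDR = 3.9e-11) and 5.52 ± 0.17 (SE, FDR = 5.0e-17).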

Interestingly the timing of transcriptional activation corresponds to the order of flagella construction, from the components located at the inner membrane to the extracellular parts. 

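At 120 min, the gene with the smallest change in cluster I (1.61) lay above the median of cluster II, and the gene with the largest change in cluster II (1.93) lay below the median of cluster III. With DMSO at 180 min, the medians were 0.03, 0.06 and 0.03 in clusters I, II and III, and edgeR called 0 of their 35 genes, with 0 at an FDR below 0.05. Of the 35 genes, 1 had an unadjusted p below 0.05 and DESeq2 called 0.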

A similar expression pattern, dividing the flagella genes in early, middle, and late expressed genes depending on their location, has been described for multiple organism including *Escherichia coli* and *Salmonella enterica* (Chilcott and Hughes, 2000).

### Other Regulators and Kinases

During the annotation process multiple regulators and kinases potentially involved in signal transduction cascades were identified (Supplementary Table S4). These genes could not be assigned to specific regulatory networks but showed strong differential expression (Figure 1D). 

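Of the regulators and kinases of Table S4, 7 genes besides Dshi_2775 were followed. At 180 min the log2 fold change was highest for the putative response regulator Dshi_2631 (7.30 ± 0.21 (SE, FDR = 9.3e-18)) and lowest for Dshi_0840 (1.09 ± 0.11 (SE, FDR = 5.9e-08)). It was 4.70 for Dshi_0765, 5.14 for Dshi_2388, 4.48 for Dshi_3332, 4.42 for Dshi_3484 and 4.50 for Dshi_3485. Compared with DMSO at 180 min, Dshi_0840 was higher by 0.77 ± 0.10 (SE, FDR = 1.2e-06), below the fold-change limit, and the other 6 were called. Against t = 0 with AHL, Dshi_0840 was the highest of the 7 at the early times. Its log2 fold change was 1.02 at 10 min, 0.79 at 20 min, 0.49 at 40 min and 0.65 at 60 min, with no DMSO libraries before 60 min. Compared with DMSO at 60 min, Dshi_2631 was the highest at 1.32, but it was not called.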

Notably, some of these regulatory genes are located near the origin of replication (see below).

### Genes Associated With Competence, GTA, and Tad Pilus

DprA, RecA, and the Com family proteins are generally known for their role in competence (DNA uptake from the environment). In *R. capsulatus* their role in GTA uptake by recipient cells has been shown by gene deletion experiments (Brimacombe et al., 2015). Here, the Com proteins showed already strong activation 120 min post-induction with AHLs.

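At 60 min, comM (Dshi_2828) was called higher at 1.20 ± 0.32 (SE, FDR = 0.0236), but its FDR was 0.113 without replicate 1, 0.316 without replicate 2, 0.475 with the lane and a replicate block and 0.0545 in a fit of only the groups compared. Within lane 6, comM differed from DMSO at 60 min by 1.02 ± 0.27 (SE, FDR = 0.0142). The changes of comE (Dshi_1804) and comF (Dshi_3500) were not significant at 60 min (1.12 ± 0.59 (SE, FDR = 0.268) and 0.39 ± 0.33 (SE, FDR = 0.551)). At 120 min the log2 fold changes were 5.46 ± 0.35 (SE, FDR = 5.6e-11) for comE, 6.07 ± 0.19 (SE, FDR = 2.0e-16) for comM and 5.02 ± 0.20 (SE, FDR = 1.2e-14) for comF, and at 180 min they were 6.43, 6.61 and 6.86. Expression of dprA (Dshi_1138) increased by 3.19 ± 0.18 (SE, FDR = 7.5e-12) at 120 min and 4.71 at 180 min. For recA (Dshi_1643) the increase was 0.71 ± 0.08 (SE, FDR = 4.8e-07) at 120 min, below the fold-change limit, and 1.53 ± 0.08 (SE, FDR = 5.7e-13) at 180 min.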

While Dshi_1585 expression showed an increase already after 40 min, the neighboring gene Dshi_1584, the homolog of the recently identified *R. capsulatus* direct activator of GTA gene cluster, *gafA* (Fogg, 2019) started slightly to increase in expression 2 h post-induction. 

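Dshi_1585 had 1 to 505 counts per library, and at t = 0 only 1 to 4. Its log2 fold change was 0.88 ± 0.52 (SE, FDR = 0.45) at 20 min and 1.38 ± 0.46 (SE, FDR = 0.15) at 40 min, neither significant, and 2.03 ± 0.42 (SE, FDR = 0.00331) at 60 min, where the FDR was 0.129 without replicate 2 and 0.23 with the lane and a replicate block, 4.75 at 120 min and 6.94 at 180 min. Against DMSO at 60 min, within lane 6, the difference was 2.30 ± 0.37 (SE, FDR = 2.2e-04). Dshi_1584 was unchanged at 60 min (-0.07 ± 0.11 (SE, FDR = 0.753)) and increased by 1.505 (SE 0.11, FDR = 2.7e-10) at 120 min and 2.92 ± 0.11 (SE, FDR = 1.6e-15) at 180 min.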

Part of the GTA gene cluster (including Dshi_2174, encoding the MCP) as well as the anti-sigma factor/antagonist pair rsbW/V started to increase in expression at 120 min while the remaining genes of the GTA gene cluster increased in expression 180 min post-induction (Figure 1E). 

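The GTA gene cluster was taken as the 16 genes Dshi_2163 to Dshi_2178. At 120 min, 8 were called higher, with a median log2 fold change over all 16 of 1.09, from 0.25 (Dshi_2163) to 3.67 (Dshi_2174, encoding the MCP). Adjusted over the list alone, 10 genes had an FDR below 0.05 at 120 min, against 8 over all genes. As a set they rose under limma's fry (adjusted p = 5.2e-04), while camera, which compares them with the other genes, gave an adjusted p of 0.501. The called genes included all 5 of Dshi_2174 to Dshi_2178 (median 3.13). This median is the value of Dshi_2176, which had 0 to 1 counts per library at t = 0 and 5 to 6 at 120 min. Without replicate 1, 2 or 3 its value was 5.135, 2.766 and 2.735, with an FDR of 0.06, 0.162 and 0.177. Dshi_2177 had an FDR of 0.0937 and 0.189 without replicate 1 or 2. With the lane and a replicate block, the FDR was 0.151 for Dshi_2175, 0.424 for Dshi_2176 and 0.667 for Dshi_2177. At 180 min all 16 genes were called, with a median of 4.28, from 2.49 (Dshi_2163) to 8.13 (Dshi_2175). Expression of rsbW (Dshi_0072) increased by 3.25 ± 0.19 (SE, FDR = 1.1e-11) at 120 min and 6.13 at 180 min, and that of rsbV (Dshi_0073) by 3.71 ± 0.14 (SE, FDR = 8.3e-15) and 6.45.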

We were further able to annotate multiple GTA associated genes that are involved in GTA synthesis but are not located in the GTA gene cluster (Supplementary Table S4). 

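In the 5 genes Dshi_2174 to Dshi_2178, which form the 5′ part of the GTA gene cluster on the minus strand, counts at t = 0 and 20 min were low. Dshi_2174, encoding the MCP, had 4 to 12 counts at t = 0 and 12 to 36 at 20 min, and Dshi_2178 had 22 to 45 and 44 to 75. At 20 min the log2 fold changes were 1.23 ± 0.57 (SE, FDR = 0.243) for Dshi_2174, 0.24 ± 0.74 (SE, FDR = 0.893) for Dshi_2175, 2.40 ± 1.23 (SE, FDR = 0.301) for Dshi_2176, 0.79 ± 0.42 (SE, FDR = 0.323) for Dshi_2177 and 0.54 ± 0.19 (SE, FDR = 0.103) for Dshi_2178. Of the 5 genes, 0 had an edgeR FDR below 0.05 and 2 an unadjusted p below 0.05, and DESeq2 gave 0 with an FDR below 0.05. Adjusted over the list alone, 1 of the 5 (Dshi_2178, 0.0417) was below 0.05. As a set, the 5 genes had an adjusted p of 0.0576 and the 16 genes of the whole cluster 0.409 (limma's fry). The limits of the upstream part are not given in the paper's text.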

Notably, the genes in the more upstream part of the GTA gene cluster showed a weak but significant transient increase in expression 20 min post-induction.

Genes originally annotated as type II secretion system were found to be closely related to the Tad pilus secretion system (Supplementary Table S4). This system is encoded by two gene clusters (Dshi_1117-1132, 2267-2269) and a single gene (Dshi_2638). Some of these genes were not identified in the processed transcriptomic data but still showed similar activation behavior, however, below the cut off criteria. 

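The 2 Tad clusters and the single gene comprise 20 genes, of which 12 are listed in Table S2 and 8 are not. At 180 min the 8 unlisted genes changed by -0.39 (Dshi_1118) to 0.37 (Dshi_1129), with a median of 0.23. Of these 8, 4 had an FDR below 0.05 (3 higher, 1 lower) and edgeR called 0, while 5 had an unadjusted p below 0.05 and DESeq2 called 0. Compared with DMSO at 180 min, their median difference was 0.13, with 6 of 8 genes higher and 2 at an FDR below 0.05.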

The pilus subgroup is the last to be upregulated, at 180 min at a low, but increasing level which might be the reason for the elimination of genes of this cluster from the processed data.

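For the 12 Tad genes of Table S2, the median log2 fold change was -0.06 at 60 min, 0.43 at 120 min and 2.15 at 180 min. At 120 min, 7 genes had an FDR below 0.05, also adjusted over the list alone, and 3 were called. The set rose under limma's fry (adjusted p = 2.2e-04), while camera, which compares it with the other genes, gave an adjusted p of 0.46. At 180 min all 12 had an FDR below 0.05 and 11 were called, from 0.98 (tadG, Dshi_2269) to 3.99 (Dshi_1126). Their median lay below those of the GTA gene cluster and of the 3 flagella clusters at that time.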

### Putative Transcription Factor Binding Sites for CtrA and LexA

Now we asked how CtrA was involved in the regulation of the examined traits. Therefore we determined transcription factor binding sites (TFBS) *in silico* with a minimum score of 82.5% identity of the PWM (Supplementary Figure S6) and indicated them next to the transcriptomic data of each gene (Figure 1). We predicted TFBS in the promoter regions of *ctrA* and *cckA*. This indicates a feedback loop as CtrA switches into its active version after receiving a phosphate residue from CckA. The phosphorylated CtrA then increases transcription of *ctrA* and *cckA*, resulting in an even higher concentration of active CtrA. Furthermore *luxI_2_/R_2_* and the flagella (Dshi_3257/3379/3380) show CtrA binding sites. The integration of the QS system and CtrA phosphorelay has been known before as well as the regulation of the flagella by QS (Wang et al., 2014b). Additionally, we found putative TFBS in the promoters of the response regulator *lexA*, as well as in the promoter of *dgc2* coding for a c-di-GMP synthesizing enzyme. All three Com-family proteins, possibly involved in uptake of GTA DNA, as well as GTA associated genes (*gafA*, Dshi_1585/2210), the Tad pilus (Dshi_1127) and four regulator/kinase genes (Dshi_0840/2388/3332/3484) had TFBS for CtrA.

To determine if the SOS response mediated by LexA is integrated into this network, we identified TFBS for LexA *in silico*. We found putative binding sites in the promoters of *lexA* itself, in *pde2* encoding the c-di-GMP hydrolyzing enzyme, flagella genes (Dshi_3246/3247), the recombination genes *dprA* and *recA*, the GTA gene cluster (Dshi_2167/2168) and the pilus (Dshi_1126/1127/2267). In contrast to *R. capsulatus*, a binding site in the promoter of *cckA* could not be found. Additionally, the *in silico* determined LexA binding sites show no binding of any promoters of QS operons. However, LexA regulated traits overlap with CtrA regulated traits in multiple cases. TFBS for both regulators were found in the promotors of *lexA* itself and Dshi_1127 (Tad pilus), flagella, and c-di-GMP.

### Chromosomal Location of QS Regulators

Next, we determined the chromosomal localization of genes and regulators of the *D. shibae* QS system, especially relative to the Ori and Ter regions (Figure 2A) and compared them to the chromosomal location of homologous regulators in *R. capsulatus* (Figure 2B).

**FIGURE 2:**
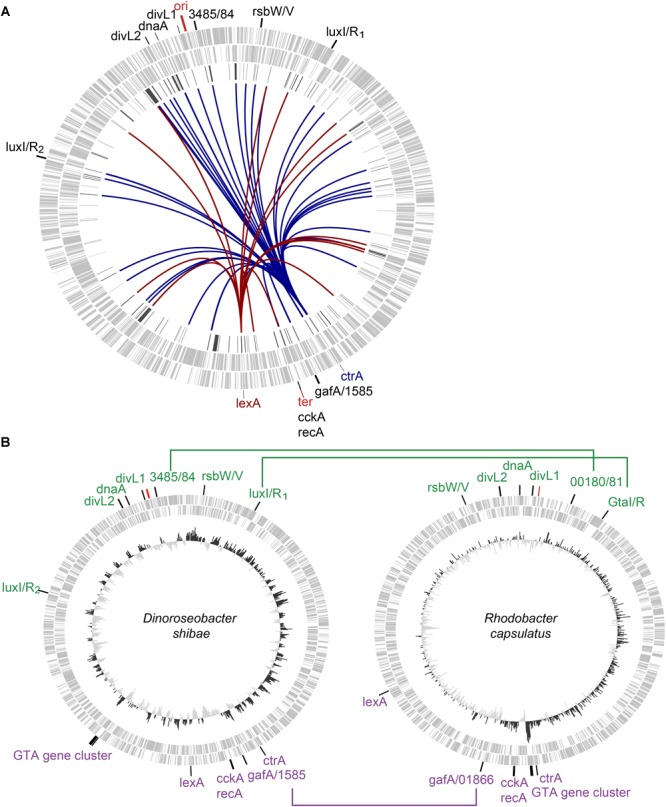
Location of selected regulatory genes on the chromosome of *D. shibae* **(A)** and *Rhodobacter capsulatus* **(B)**. Light gray circles indicate the chromosome strands (out = plus, in = minus). Position of origin of replication (*ori*) and terminus (*ter*), determined with website Dori are indicated. Chromosomal locations of genes with a potential or proven role in QS regulation are indicated. **(A)** The dark gray circle represents the QS regulated genes. Position transcriptional regulators *lexA* and *ctrA* are labeled and color indicated. The arcs connect LexA (red) and CtrA (blue) to their binding sites at respective locations. **(B)** *Ori*- and *ter*-located genes in both organisms are highlighted in green and purple, respectively. Orthologs genes with locus tag annotation are connected by lines. The inner circle shows the GC skew.

The genes encoding the two synthases LuxI_1_ and LuxI_2_ and their corresponding receptors LuxR_1_ and LuxR_2_ (Dshi_0311/0312/2851/2852) are located symmetrically close to the *ori*.

By contrast, the major transcriptional regulators CtrA and LexA are symmetrically positioned around the terminus (Ter) (Figure 2A). The analysis of TFBS had already shown that they most likely regulate a multitude of QS genes directly. Here, blue and red lines visualize the even distribution of their regulated genes throughout the chromosome. *CckA/recA* are located directly at the Ter (Supplementary Figure S11). Adjacent to *ctrA*, the GTA regulators *gafA*/Dshi_1585 are located. *RsbW* and *rsbV* (Dshi_0073/0072) are homologs of the *R. capsulatus* sigma-factor antagonist and its repressor which control GTA gene expression (Mercer and Lang, 2014) and they are located between *luxI_1_* and the *ori*. Directly next to the *ori* the genes Dshi_3485/3484 are located. Dshi_3485 encodes a serine phosphatase domain that is similar to that of stage II sporulation protein E known for its role in septum formation during sporulation in *Bacillus* (Carniol et al., 2005). It further contains a signal receiver REC-domain to detect signals from the sensor domain of a two component system. Dshi_3484 has a Hpt (histidine phosphotransferase) domain and is possibly interacting with Dshi_3485 in a two component system but has not been assigned to a regulatory context in *D. shibae* here.

Two other genes, Dshi_3346 and 3433, are also located close to the *ori*. Both genes are considered DivL proteins after InterPro domain search that revealed the location of two PAS-domains in the CDS of Dshi_3433. Dshi_3346 was identified to contain one PAS domain, a histidine kinase and a signal transduction response regulator receiver domain of the CheY-like superfamily. For comparison, *R. capsulatus* SB 1003 *divL* (RCAP_rcc00042) contains one PAS-domain and *Caulobacter vibrioides* NA1000 *divL* (CCNA_03598) encodes two PAS-domains and a non-functional histidine kinase domain as identified by InterPro and Westbye et al. (2018). In *R. capsulatus* DivL regulates CtrA and GTA and in *C. crescentus* it affects cell cycle regulation via CtrA (Purcell et al., 2008; Westbye et al., 2018). 

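On the chromosome, dnaA (Dshi_3373) lies at 3544704 to 3546086, and the divL genes Dshi_3346 and Dshi_3433 lie at 3513033 to 3515378 and 3613670 to 3614974. After AHL addition, dnaA changed by 0.56 ± 0.05 (SE, FDR = 1.8e-07) at 40 min, 0.90 ± 0.05 (SE, FDR = 5.2e-11) at 60 min, 0.98 ± 0.05 (SE, FDR = 1.9e-12) at 120 min and 0.56 ± 0.05 (SE, FDR = 1.2e-08) at 180 min, below the fold-change limit at each time. Compared with DMSO, it was higher by 0.89 ± 0.05 (SE, FDR = 1.4e-12) at 60 min and 0.40 ± 0.05 (SE, FDR = 5.2e-07) at 180 min.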

Between the *divL* genes *dnaA* (Dshi_3373) was identified.

The location of homologous genes in *R. capsulatus* shows a very similar pattern (Figure 2B). *R. capsulatus* has one QS operon, the *gtaI/R* system, which is found in a similar chromosomal position as *luxI/R1*. Also, *divL1, divL2, dnaA* and *ctrA* can be found at the respective similar positions. The distance to the *ori*/*ter* is similar for *rsbW/V* and rcc01866/rcc01865. Only rcc_00180/1, *lexA* and *cckA/recA* are located further away from *ori*/*ter* compared to the location of the corresponding homologs in *D. shibae.*

### AHL Induced Physiological Changes

Using SybrGreen staining of DNA, it was previously shown that QS signaling in *D. shibae* results in a subpopulation of elongated cells with increased chromosome content (Patzelt et al., 2013, 2016). This method allows for differentiation of cells according to their chromosome content (one or two chromosomes shown as peaks with replicating cells in between). Here, we monitored changes in chromosome content over a period of 10 h post-induction by flow cytometry (Figure 3A and Supplementary Figures S7–S10). At *t* = 0 the chromosome content showed two peaks reflecting populations before (one chromosome, C_1_) and after replication (two chromosomes, C_2_). Between the two peaks a population of cells undergoing replication (R) was found. Under these experimental conditions, our data consistently did not indicate accumulation of more than two chromosome equivalents in a sub-population, and population heterogeneity was not observed (see section “Discussion”).

**FIGURE 3:**
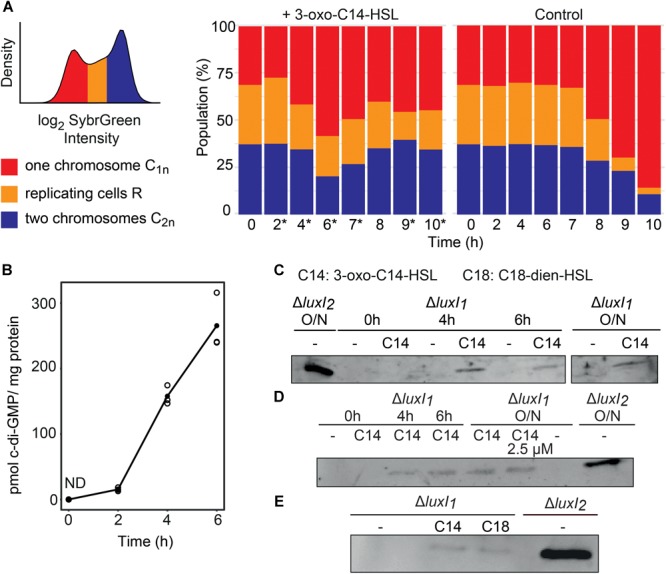
Changes in physiological traits expressed by *D. shibae* Δ*luxI_1_* in response to external AHL addition. **(A)** Flow cytometrical determination of the chromosome content by measuring fluorescence intensities of SybrGreen stained cells. The distribution of log_2_ SybrGreen intensity in the cells (**A**, left side) shows two peaks C_1n_ (red) and C_2n_ (blue) that represent one and two chromosome equivalents, respectively. Cells undergoing replication (yellow) are located in between. The distribution of the relative chromosome content in the population until 10 h post-induction is displayed for cultures induced by 3-oxo C14 HSL and the control cultures (**A**, right side). Asterisks indicate significant differences in the proportion of replicating cells between AHL and DMSO treated samples determined with a two-sided *t*-test. The experiment has been reproduced four times with three replicates each (Supplementary Figures S7–S10). **(B)** Second messenger c-di-GMP concentration post-induction with 500 nM 3-oxo C14 HSL. Concentrations in pmol c-di-GMP per mg protein were determined for 6 h post-induction by HPLC. ND, not detectable. **(C–E)** Western blot detection of the GTA major capsid protein in cell extracts of Δ*luxI_1_* induced with 3-oxo C14 (C14) or C18 dien HSL (C18) or non-induced as indicated. **(C)** Cell extracts at 0, 4, 6 h post-induction and after overnight (O/N) cultivation with 3-oxo C14 HSL and of Δ*luxI_2_* as positive control. **(D)** Major capsid detection in cell extracts of cultures induced with 500 nM or 2.5 μM AHL and incubated overnight. **(E)** Induction with 3-oxo C14 or C18 dien HSL.

All replicates of the control showed a similar relative abundance of all three populations (C_1_, R, C_2_) until 7 h. Then, a strong reduction of the replicating and post-replication populations (R, C_2_) was observed, indicating the onset of stationary phase. In contrast, AHL treated cultures increased the replicating fraction at 2 h post-induction significantly. Then the replicating and post-replication populations were reduced from 3 h until 6 h and increased again until the end of the experiment without indication of the onset of the stationary phase. The data show that the AHL directly influenced the pattern of chromosomal replication while we observed balanced growth in the control.

As we found all enzymes involved in c-di-GMP turnover significantly expressed in our time series transcriptomic data (Figure 1C), we were interested in how the expression of these enzymes affected the synthesis of the actual metabolite. Therefore, we determined the metabolite concentration in relation to the total protein concentration during a 6-h period post-induction with AHL (Figure 3B). No c-di-GMP was detected before induction. Between 2 and 6 h the concentration increased from 14.98 to 240.76 pmol c-di-GMP/mg protein. A decrease or plateau formation due to the onset of expression of c-di-GMP hydrolyzing enzymes (*pde*) was not observed.

Next, we analyzed actual GTA production on the protein level. The MCP was already detected by Western blotting at 4 h post-induction with 500 nM 3-oxo C14 HSL. The obtained band was much weaker than that of the Δ*luxI_2_*-strain used as a control (Figure 3C). We then tested if we could increase GTA production by modifying experimental conditions. First, we prolonged the incubation time with AI (overnight) (Figure 3C), second, we increased the AI concentration to 2.5 μM (Figure 3D) and finally we applied C18-dien-HSL, the main AI of *D. shibae* (Figure 3E), but the amount of MCP remained low. We have recently shown that GTA synthesis is suppressed by LuxI_2_ (Tomasch et al., 2018), which is confirmed by these experiments. Our data suggest that only a small fraction of the population synthesizes GTA upon AI induction.

## Discussion

### The Expanded QS Regulon of *D. shibae*

To study the QS response of *D. shibae* we used time series transcriptomics and *in silico* determination of transcription factor binding sites (TFBS). Multiple QS controlled traits had been identified before. Among these are GTAs, flagella, LuxI_2_ and LuxI_3_ synthases (Wang et al., 2014b), the T4SS and chromosome replication (Patzelt et al., 2016). While previous analyses relied on the comparison of single gene knock-outs during the mid-exponential phase of growth, here we analyzed the global transcriptomic response of the culture during the first 3 h after stimulation with an externally added AI to unravel the timing of events and the integration between the different signaling circuits. Up-regulation of T4SS was not observed in our experimental set-up, suggesting that it occurs at the late exponential phase of growth.

Our analyses of CtrA, LexA, and QS in *D. shibae* lead to the model shown in Figure 4A. Based on comparative genomics we were able to add novel traits to the known QS regulatory network, namely synthesis of c-di-GMP, Tad pilus, and competence related proteins, which are discussed in more detail below. Detection of the AI occurs most likely at the cell surface, by an unknown receptor, resulting in simultaneous up-regulation of the intracellular transcriptional regulators CtrA and LuxR_1_ already 10 min after addition of the AI. Downstream regulation occurs by overlapping TFBS for CtrA and QS resulting in synthesis of flagella, Tad pilus and competence, while c-di-GMP is regulated by CtrA and LexA. The SOS response regulator LexA is controlled directly by CtrA, and it modulates expression of Tad, flagella, c-di-GMP breakdown and LuxR_2_. Population heterogeneity is likely for all of these traits.

**FIGURE 4:**
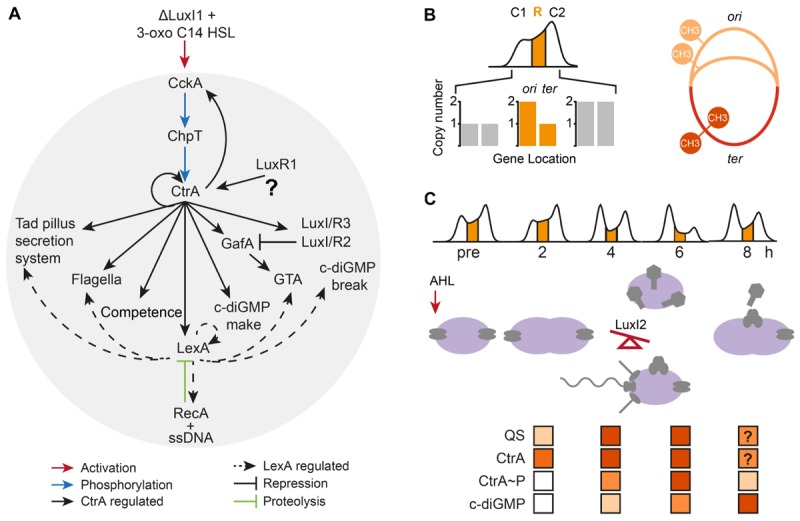
Quorum sensing regulatory system in *D. shibae*. **(A)** 3-oxo C14 HSL might be detected by the histidine kinase CckA or another sensor protein (red arrow) resulting in a phosphorylation cascade activating CtrA (blue) and subsequently its target genes (continuous arrows). LuxI_2_ might restrict GTA expression to a subpopulation (inhibiting arrow). The SOS stress response regulator LexA and CtrA (dashed arrows) regulate overlapping traits. The activation of LexA by RecA binding to ssDNA induces autoproteolysis of the stress regulator (green). **(B)** Possible impact of QS induced replication within the first 2 h post-induction on *ori* and *ter* located genes. Copy-number differences might alter the transcriptional balance of QS regulators close to origin and terminus of replication (left panel). Hemi-methylation during replication might impact transcription of CtrA-target genes (right panel). **(C)** Proposed model for the early response of *D. shibae* toward QS signaling: AHL detection results in fast activation of CtrA followed by an induction of replication as well as QS and c-di-GMP synthesizing genes. The increase in CtrA and its phosphorylation by CckA leads to repression of replication and initiates cell division and differentiation. The autoinducer synthase LuxI_2_ is the key factor in the decision making between GTA producing self-sacrificing cells and cells which form flagella, pili, and become competent for uptake of GTA-DNA between 2 and 4 h after induction. Following the stop of replication for 6 h, increasing c-di-GMP levels induce CckA mediated dephosphorylation of CtrA in some cells that start replicating again. The late induction of the SOS response could stimulate recombination of transferred DNA.

Enzymes that synthesize and hydrolyse the second messenger c-di-GMP were found to be QS controlled and to be regulated by CtrA and LexA, respectively. The c-di-GMP level in the cell is modulated in response to multiple environmental signals (QS, light, ppGpp) and influences expression and activity of traits such as T4SS, Tad pili, flagella, GTA, chromosome replication and cell morphogenesis in *Bartonella* sp., *V. cholerae, R. capsulatus* and *C. crescentus* (Boutte et al., 2012; Laverde-gomez et al., 2014; Lori et al., 2015; Québatte et al., 2017; Singh et al., 2017). In particular, effects of c-di-GMP on flagella motility have been described (Armitage and Berry, 2010; Koushik et al., 2010). Regulating flagella activity by c-di-GMP would be in accordance with the simultaneous upregulation of flagella transcription and c-di-GMP levels at 2 h after induction. However, homologs of the involved regulators of other species (YcgR or DgrA) or any other gene with c-di-GMP binding PilZ domain could not be identified. The average swimming velocity of *D. shibae* on SWM liquid medium with succinate as a carbon source has been determined to be 1.59 μm/s (Mann et al., 2016). Only a subpopulation of the cells carries flagella (Patzelt et al., 2013). Flagella might additionally have a role in virulence factor secretion and biofilm formation (Soutourina and Bertin, 2003).

Moreover, we found the competence (*comEC/comM/comF*) and recombination (*dprA/recA*) systems to be regulated by CtrA and LexA, respectively. These genes are especially interesting in relation to the transfer of dsDNA of GTAs into the recipient cell and integration into its genome. In *Rhodobacter* GTAs inject dsDNA through the outer membrane into the periplasm and the dsDNA is transferred from the periplasm into the cytoplasm via the Com proteins ComEC, ComF, and ComM, and recombination is assumed to be conducted by DprA and RecA (Brimacombe et al., 2015). A similar uptake mechanism is probably also working in *D. shibae*. The Com protein family is also used by naturally competent strains for incorporation of naked DNA from the environment. Even though binding by DprA in the cytoplasm generally occurs on ssDNA, additional binding to dsDNA has been determined as well. It has been argued that organisms expressing ComM are expressing a DprA domain that allows binding of dsDNA (Brimacombe et al., 2015).

We also found most of the homologs to the *R. capsulatus “*multilocus genome”(Hynes et al., 2016) to be induced by QS. Among them is the sigma factor antagonist and its repressor (Dshi_0072/0073, *rsbW/rsbV*) which are involved in *R. capsulatus* GTA regulation (Mercer and Lang, 2014). 

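Of the GTA associated genes of Table S4 outside the GTA gene cluster, 12 were analysed. At 120 min, 6 of them were called higher, with a median log2 fold change of 1.11. At 180 min all 12 were called, from 1.81 (Dshi_2018) to 6.94 (Dshi_1585), with a median of 3.92. Among them, Dshi_1756 increased by 4.01 ± 0.25 (SE, FDR = 7.5e-12), Dshi_1757 by 2.19 ± 0.20 (SE, FDR = 1.3e-08), Dshi_2162 by 2.33 ± 0.13 (SE, FDR = 1.1e-12) and Dshi_2210 by 4.06 ± 0.21 (SE, FDR = 3.7e-13) at 180 min. With DMSO at 180 min, edgeR called 0 of the 12, with 0 at an FDR below 0.05, while 2 had an unadjusted p below 0.05 and DESeq2 called 0.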

Dshi_1584 is the homolog of *gafA* that has been recently identified as the direct activator of GTAs (Fogg, 2019) and Dshi_1585 is a homolog of rcc01866, a gene involved in the lytic release of GTAs (Westbye et al., 2017b). Also involved in GTA release are Dshi_1756/1757 which represent an endolysin/holin system (Westbye et al., 2013). The homologs of Dshi_2018/2162 in *R. capsulatus* belong to tail fibers (Brimacombe et al., 2013) and Dshi_3346 corresponds to *divL* which regulates CtrA in *Rhodobacter* (Supplementary Table S4) (Westbye et al., 2018).

We further identified genes of the *tad* pilus secretion system that revealed the sequence *tad Z/A/B/C* which have been annotated as *cpaE/F/G/H* in *C. crescentus* (Mignolet et al., 2018). This is in accordance with genome comparisons which discovered a corresponding, common, strongly conserved locus within the Roseobacter group (*cpaBC-ompA-cpaEF-tadBC*) (Slightom and Buchan, 2009).

The Tad (**t**ight **ad**herence) secretion system has first been described in *Actinobacillus* (Motherway et al., 2011) and is widely distributed in Archaea, Proteobacteria and Actinobacteria. For *Bifidobacterium* sp. colonizing the gastrointestinal tract it was found that these pili attach to carbohydrates of glycoreceptors at the host surface during the first steps of colonization and therefore sequence differences of *tad* genes might determine host specificity (Motherway et al., 2011). *D. shibae* was isolated from *Prorocentrum lima* and *Alexandrium ostenfeldii* (Biebl et al., 2005) and interactions with various microalgae have been observed (Wagner-Döbler et al., 2010; Wang et al., 2014a). Genes of the QS response including c-di-GMP and *tad* genes transiently increase in expression during later phases of co-cultivation (Wang et al., 2015). Thus, these traits might contribute to the interaction with the algal host.

### Integration of the LexA Based Stress Response Into the CtrA and QS Network

We found that CtrA regulates LexA due to the presence of *in silico* determined TFBS and saw a differential *lexA* expression upon AHL stimulation. Furthermore, LexA most likely interferes with almost all CtrA regulated traits. We found putative LexA TFBS in promoters of the newly identified Tad pilus, DNA uptake and recombination machinery, flagella, *lexA* itself, and c-di-GMP (Figure 4A). A regulation of LexA by itself through a feedback loop is common and has been found, e.g., in *S. meliloti* and *C. crescentus* (Erill et al., 2004). In *E. coli* LexA plays a key role in heterogeneity by transcriptional regulation of DNA repair, type III secretion system, prophages and toxins (Mellies et al., 2007; Kamenšek et al., 2010). A similar regulation has been suggested for *Pseudomonas aeruginosa, Salmonella* and *Bacillus subtilis* (Kamenšek et al., 2010).

The stress response regulon in alpha- and gammaproteobacteria was found to include sets of core proteins among which are LexA, RecA and ComM, e.g., in *C. crescentus* and *S. meliloti* (Erill et al., 2004). The DNA uptake machinery which has been suggested to take up GTA delivered DNA from the periplasm (Westbye et al., 2017a) contains LexA and CtrA regulated genes (Figure 1E). While Com family protein mediated uptake of DNA through the inner membrane is controlled by CtrA, recombination by *dprA* and *recA* is LexA regulated. Similarly, c-di-GMP synthesis is controlled by CtrA and break down via LexA. In both cases, CtrA and LexA control genes needed during successive stages of the mentioned processes. In contrast to *R. capsulatus* (Kuchinski et al., 2016), in *D. shibae* the promoter of *cckA* has no LexA binding site while a CtrA TFBS was identified *in silico*. These data show that regulation by CtrA and LexA is highly similar between *R. capsulatus* and *D. shibae.* Nonetheless, the missing LexA binding site in the promoter of *cckA* – one of the key genes of the CtrA phosphorelay – might cause significant regulatory differences.

### Timing of QS Activation and Replication

We monitored the chromosome dynamics in response to AI addition using flow cytometry. Four independent experiments revealed an increased number of replicating cells 2 h post-induction, followed by a cell division stop, where cells with one chromosome accumulated and the number of replicating cells and cells with two chromosome equivalents was reduced. After 3 h, the replicating subpopulation increased again (Figure 3A and Supplementary Figures S7–S10).

We had previously shown that QS causes morphological heterogeneity in *D. shibae* with a subpopulation of enlarged cells whose division is inhibited and which contain several chromosomes per cell (Patzelt et al., 2013). This response is mediated by the CtrA phosphorelay (Wang et al., 2014b). Here, we did not see cells with more than two chromosomes or morphological population heterogeneity. Instead we saw shifts in the fraction of replicating cells. Differences in the experimental setup help to explain these apparent discrepancies. In previous experiments, the AHL was added at the beginning of growth and cells were harvested in the mid-exponential phase, thus they grew for approximately 10 h after AI induction (Patzelt et al., 2013, 2016; Wang et al., 2014b). Furthermore, the OD_600_ at AHL induction was 0.01, thus only 5% of the OD_600_ at which the culture was induced in the current experiment. Consequently, in the previously published experiments the population was exposed to higher concentrations of AHL per cell and for a much longer time which might lead to a much stronger physiological response or even an overshooting of the QS system which might lock the cells in the early replicative state (2 h post-induction in the current experiment).

The observed successive increase and decrease of the fraction of replicating cells in response to the AI might affect the regulation of gene expression in multiple ways: Replication can influence the transcript number of regulatory genes located at the *ori* and *ter*, respectively (Figure 4B). As exemplified in the left panel, genes close to *ori* are present in higher copy number in replicating cells, their number doubles with each replication initiation (Schmid and Roth, 1987; Sousa et al., 1997). For example, in *B. subtilis* spore formation is regulated by a two-component system, in which the histidine kinase KinA is located close to *ter*, while the cognate response regulator Spo0F is situated at the *ori*; this leads to pulsing increasing levels of Spo0F with every cell cycle and only if a certain KinA level is reached after several rounds of cell division, spore formation is initiated in a subpopulation. In such a way spore formation is inhibited if replication has not been completed (Lazazzera and Hughes, 2015; Narula et al., 2015). In our study we found that QS controlled regulators (DivL1/2, RsbW/RsbV, DnaA, CckA, LexA, CtrA, GafA/Dshi_1585, Dshi_3484/85) are located both at the *ori* and *ter* regions which could similarly couple expression of QS regulated traits to chromosome replication. The *divL* genes code for a histidine kinase and response regulator. Thus, a gradient of phosphorylation of CtrA during replication might be present which could be important for gene regulatory control.

As shown in the right panel, DNA is in a hemi-methylated state during replication, as the newly synthesized strain is not methylated yet. The conserved alphaproteobacterial DNA methyltransferase CcrM and transcription-factor GcrA (Brilli et al., 2010) have been shown to regulate expression of *ctrA* and other genes in *C. crescentus* in a methylation-state dependent way (Brilli et al., 2010; Fioravanti et al., 2013; Gonzalez et al., 2014). The *ori* and *ter* regions of *D. shibae* as well as the conjugative plasmids are enriched in the CcrM methylation-motif GANTC (Tomasch et al., 2018) which might influence replication based expression timing of genes located there.

Control of replication by CtrA has been covered by numerous articles (reviewed by Panis et al., 2015). When phosphorylated by CckA, *C. crescentus* CtrA represses replication and activates gene expression. Consequently, its phosphorylation state is tightly controlled throughout the cell cycle. Recently, c-di-GMP has been shown to switch the activity of CckA from kinase to phosphatase, releasing the *ori* for replication (Narayanan et al., 2018). If this regulatory connection is conserved in *D. shibae*, it might help to explain the observed shift in the proportion of replicating cells (Figure 4C). In response to the QS signal, more cells start to replicate and synthesize CtrA-phosphorelay components. When CckA accumulates at the cell poles its kinase activity is stimulated, as it has been observed in *C. crescentus*. The resulting increase in CtrA∼P inhibits the initiation of replication, consistent with the observed flow cytometry pattern change after 2 h. Simultaneously, CtrA∼P activates its target genes, resulting in differentiation into motile cells, GTA producing cells and cells that are able to replicate again. The possible CtrA dephosphorylating synthesis of c-di-GMP started after 2 h and increased to 300 pg/mg protein after 6 hurs when it still had not reached a plateau. The timing is consistent with the onset of replication in a larger subset of cells after the minimum has been reached at 6 h. LexA is upregulated last, probably due to the uptake of GTA DNA and probably enables the cell to integrate the acquired DNA into the chromosome and might also modulate expression of CtrA target genes.

The described timing of replication and trait expression controlled by CtrA∼P might also help to ensure that GTA packaging is prohibited in replicating cells. This would prevent a packaging bias toward the origin of replication. Expression dynamics of the GTA cluster showed two peaks, a fast but weak upregulation after 20–40 min, followed by a strong transcription of the complete gene cluster from 120 min onward (Figure 1E). This indicates that a GTA activating signal is already present in the early stage post AI induction and might be the AI itself or the CtrA phosphorelay activated by the AI, since at this stage, the fraction of replicating cells is increased. However, the threshold to fully activate GTA gene expression is reached after 2 h, when chromosome replication has almost stopped. A biphasic transcription pattern has also been detected for *Bartonella* GTAs (Québatte et al., 2017). In contrast to *D. shibae*, a strong early peak at the mid-exponential phase is followed by a weaker peak at the entry to stationary phase in *Bartonella*. However, uptake of GTA DNA and a simultaneous drop of population size due to the lysis of the GTA producing cells only takes place during the strong early peak in mid-exponential phase in *Bartonella*. In this group, the signal for the weaker peak at the entry to stationary phase is not known.

### Synthase LuxI_2_ Controls the Size of GTA Producing Subpopulation

We recently showed that GTA production in *D. shibae* is suppressed by LuxI_2_ (Tomasch et al., 2018). Here, we now used a combination of transcriptomics and Western blot examination to refine our understanding of GTA regulation. No GTA expression was observed in the QS null mutant Δ*luxI_1_* while a knockout of *luxI_2_* resulted in high GTA production as observed previously (Tomasch et al., 2018). A small amount of capsids was, however, produced in the Δ*luxI_1_* culture if it was stimulated by AI, and this was found for both concentrations of C14-oxo-HSL tested (500 nM and 2.5 μM), independent of the incubation time, and also for another AI, C18-dien-HSL, the main product of LuxI_1_. These data support our hypothesis, that the variability of GTA activation by QS is tightly controlled.

Recently, the direct activator of the GTA gene cluster, GafA, has been identified in *R. capsulatus* (Fogg, 2019). This gene is in turn directly activated by phosphorylated CtrA. Furthermore, the *gafA* promoter is bound by the AI-binding regulator GtaR. Therefore the author proposed that in *R. capsulatus* noise in the QS signal could control the size of the GTA producing subpopulation. GafA is conserved throughout the *Rhodobacteraceae* (Hynes et al., 2016) and present in *D. shibae* (Dshi_1584). As overexpression of GafA in *Ruegeria* also led to GTA overexpression, its regulatory role might be conserved, too. The proposed control of gafA and thereby GTAs through an AI-binding LuxR-type regulator is in accordance with our proposed QS-mediated limitation of GTA subpopulation size in *D. Shibae* (Figure 4A,C).

## Conclusion

Our proposed model helps to explain the observed timing of replication and gene expression. It remains to be elucidated how CtrA and c-di-GMP interact. The most interesting question remains how exactly AI synthase LuxI2 influences the size of the GTA producing subpopulation. A certain AI concentration or mixtures of different AIs might repress or activate GafA which then induces GTA gene cluster expression. Finally, our data suggest that key features of replication control, like gene localization or the role of c-di-GMP might be conserved among alphaproteobacteria.

## Author Contributions

JT and IW-D designed the study. SK performed experiments with help from HW. MS performed RNA sequencing. VK quantified c-di-GMP. SK and JT analyzed the data. SK wrote the manuscript with help from JT and IW-D.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Integrated Transcriptional Regulatory Network of Quorum Sensing, Replication Control, and SOS Response in Dinoroseobacter shibae
**Source:** Front Microbiol. 2019 Apr 12;10:803. doi: 10.3389/fmicb.2019.00803
**Supplement:** Supplementary file 6

## Supplementary Material

### **Integrated transcriptional regulatory network of quorum sensing, replication control, and SOS response in *Dinoroseobacter shibae***

Sonja Koppenhöfer<sup>1,2§\*</sup>, Hui Wang<sup>1</sup>, Maren Scharfe<sup>3</sup>, Volkhard Kaefer<sup>4</sup>, Irene Wagner-Döbler<sup>1</sup>, Jürgen Tomasch<sup>1#\*</sup>

#### **This file contains:**

Supplementary Figures S1-S11

Supplementary Tables can be found as separate excel-files

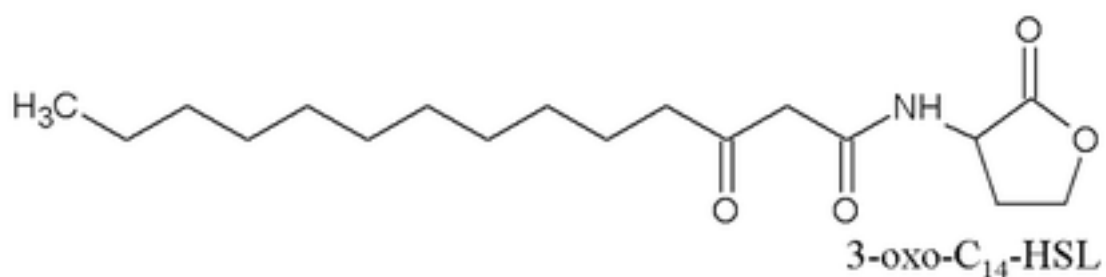

**Supplementary Figure S1 – Structure of 3-oxo-C14-HSL used for QS induction experiments in this study.**

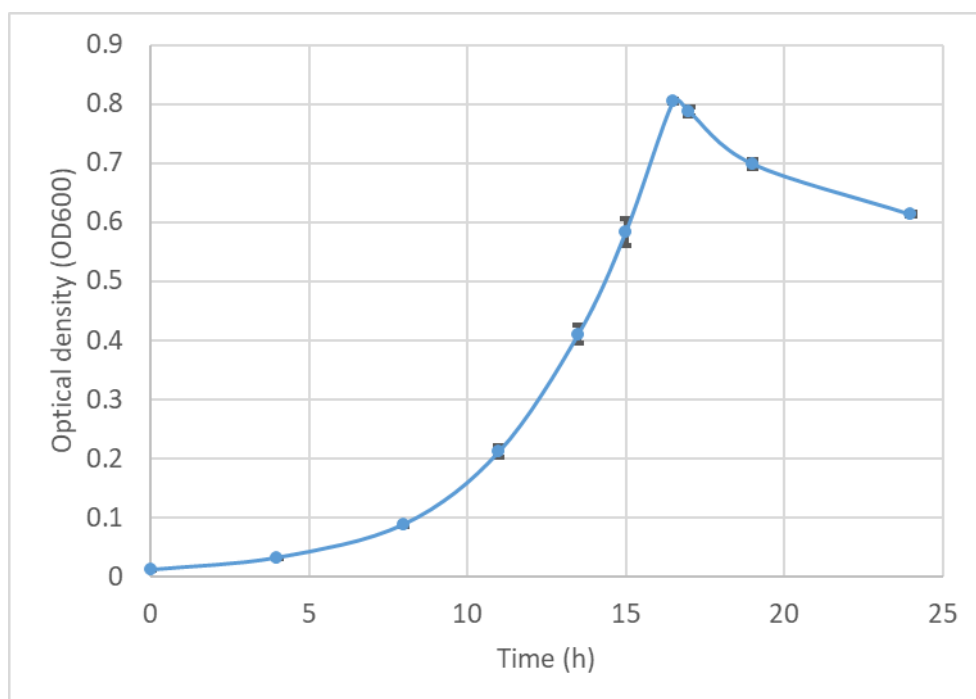

**Supplementary Figure S2 – Growth of *D. shibae*  $\Delta luxI1$  in artificial salt water medium.** Three independent cultures were inoculated at OD600 0.01 and cultivated under the same conditions as RNAseq experiments were performed. Mean and standard deviation from three independent cultures are shown.

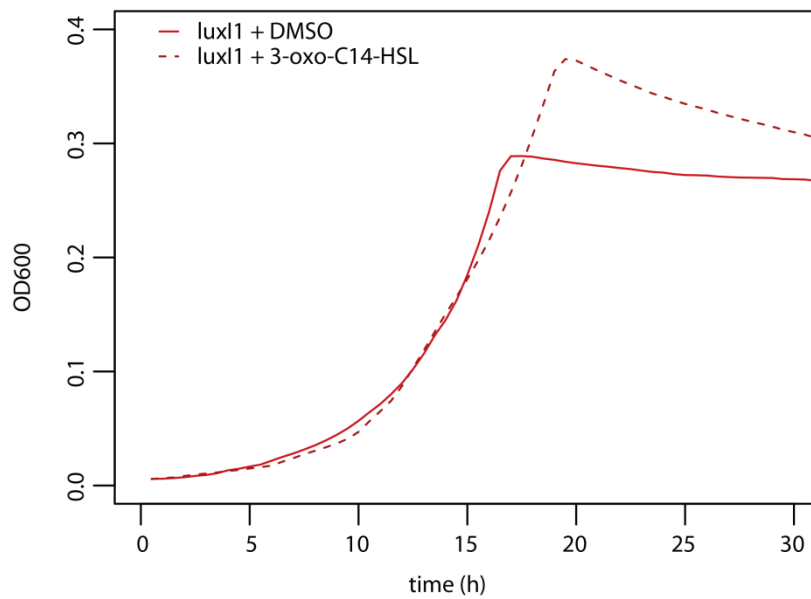

**Supplementary Figure S3 – Growth of *D. shibae*  $\Delta luxI1$  in artificial salt water medium with and without added AI.** The curve represents the mean from 10 microtiter wells. Cell material from MB plates was inoculated into 20 ml of SWM medium and incubated overnight at 30°C and 160 rpm to obtain a pre-culture. Optical density at 600 nm (OD600) was measured with spectrophotometer Ultrospec 3100 pro (Biochrom Ltd, Cambridge CB4 0FJ England). Cultures were diluted to 0.01 OD600 in SWM medium and then 200  $\mu$ l were placed into each well of a Honeycomb 2 plate (100 wells each plate, Oy Growth Curves Ab Ltd, Helsinki, Finland). OD600 was monitored every 30 min for 32 hours in the automated microbiology growth analysis system Bioscreen C (Oy Growth Curves Ab Ltd, Helsinki, Finland).

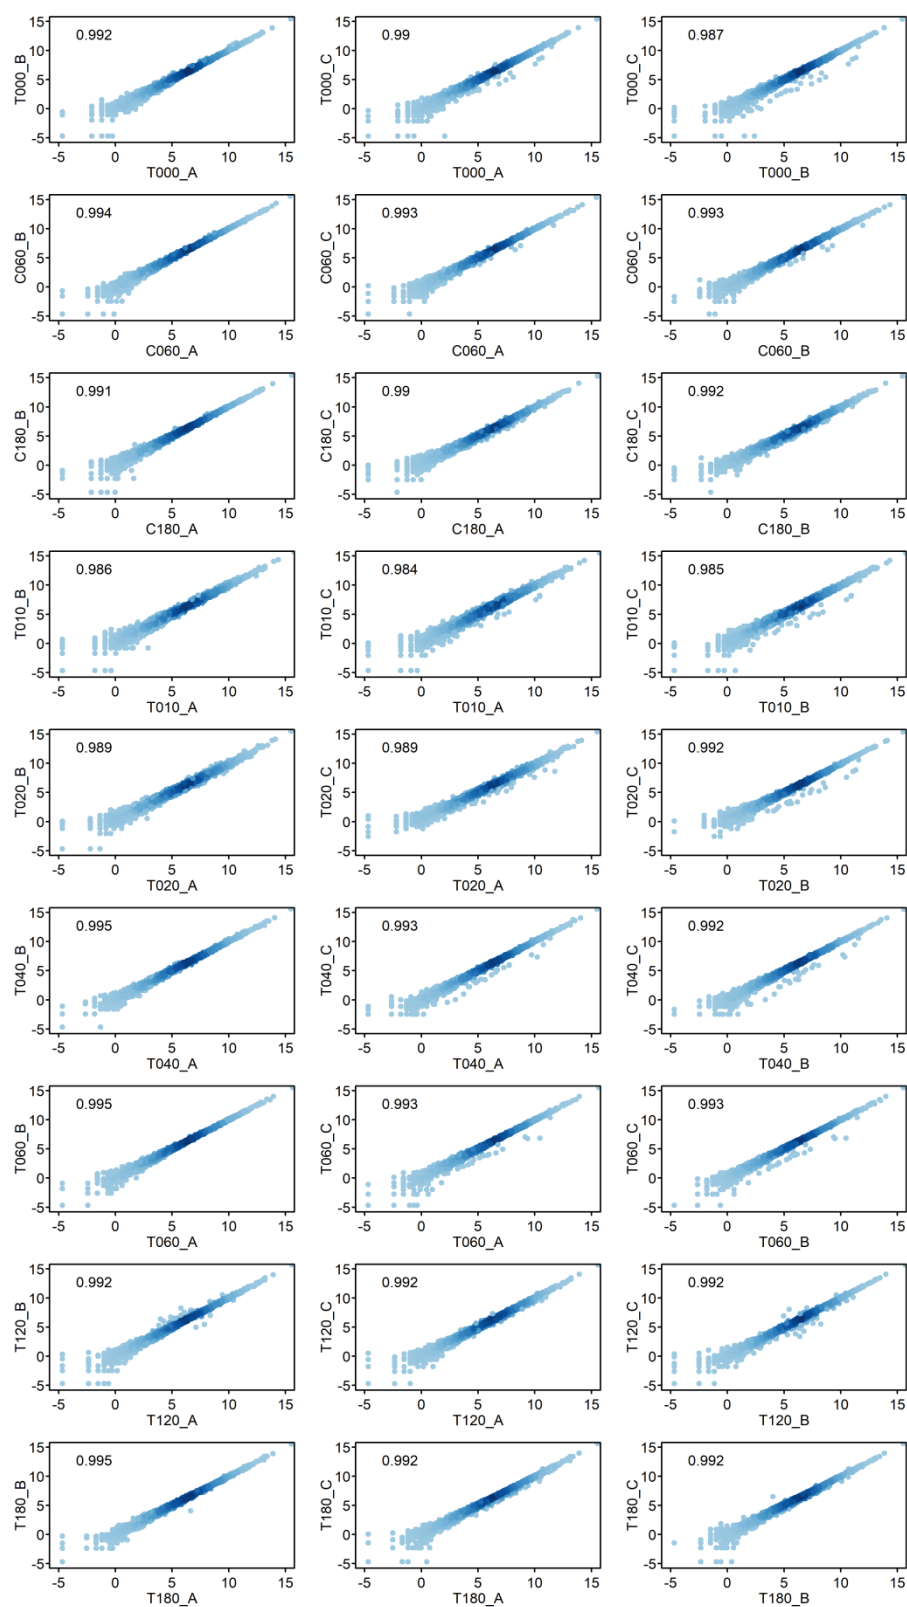

**Supplementary Figure S4 – Correlation of replicate samples.** Pairwise scatterplots of log<sub>2</sub> counts per million (CPM) normalized for differences in library size of the three replicates for one treatment are shown. Pearson correlation coefficient is shown in the upper left corner of the plot (Code used in sample names: C, control DMSO; T, treatment 3-oxo-C14 HSL; time is indicated in minutes followed by A-C as identifiers of the three replicates).

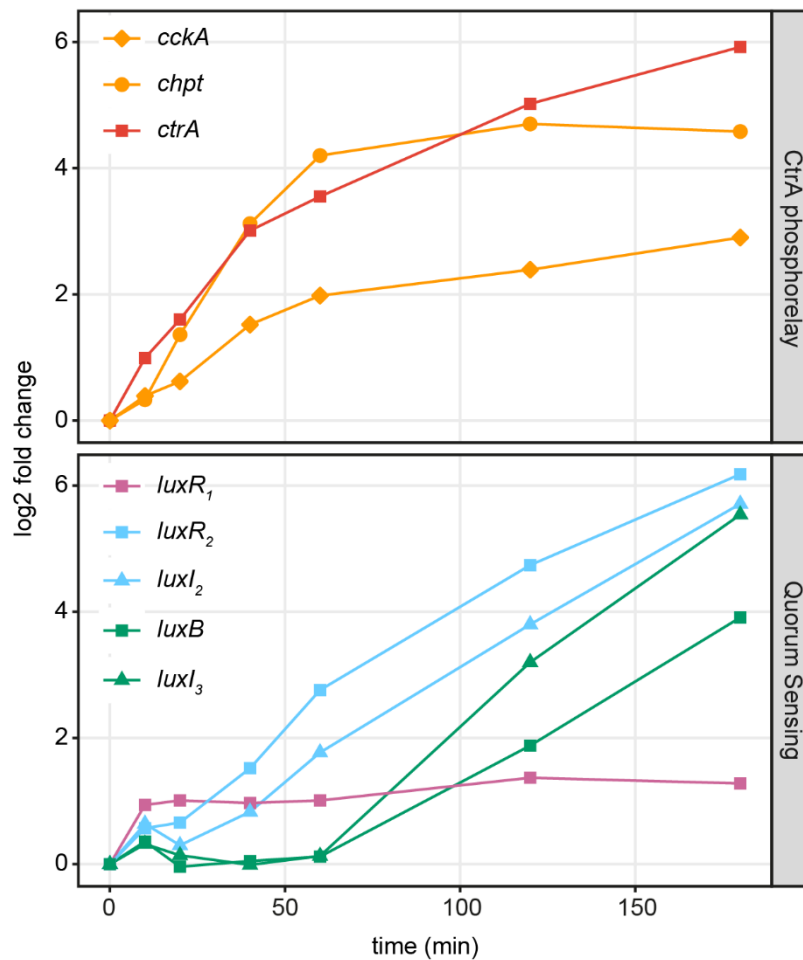

**Supplementary Figure S5 – Time resolved transcriptional expression of the CtrA phosphorelay and Quorum sensing genes.** Transcriptional expression (log2fold change) was observed until 180 min post-induction of  $\Delta luxI_1$  cells stimulated with 3-oxo C14 HSL. CtrA phosphorelay genes (histidine kinase *cckA*, phosphotransferase *chpT* and the transcriptional regulator *ctrA*) are displayed in the upper panel. The Quorum sensing synthases *luxI2* and *luxI3* and the regulators *luxR1*, *R2* and *luxB* are shown in the lower panel.

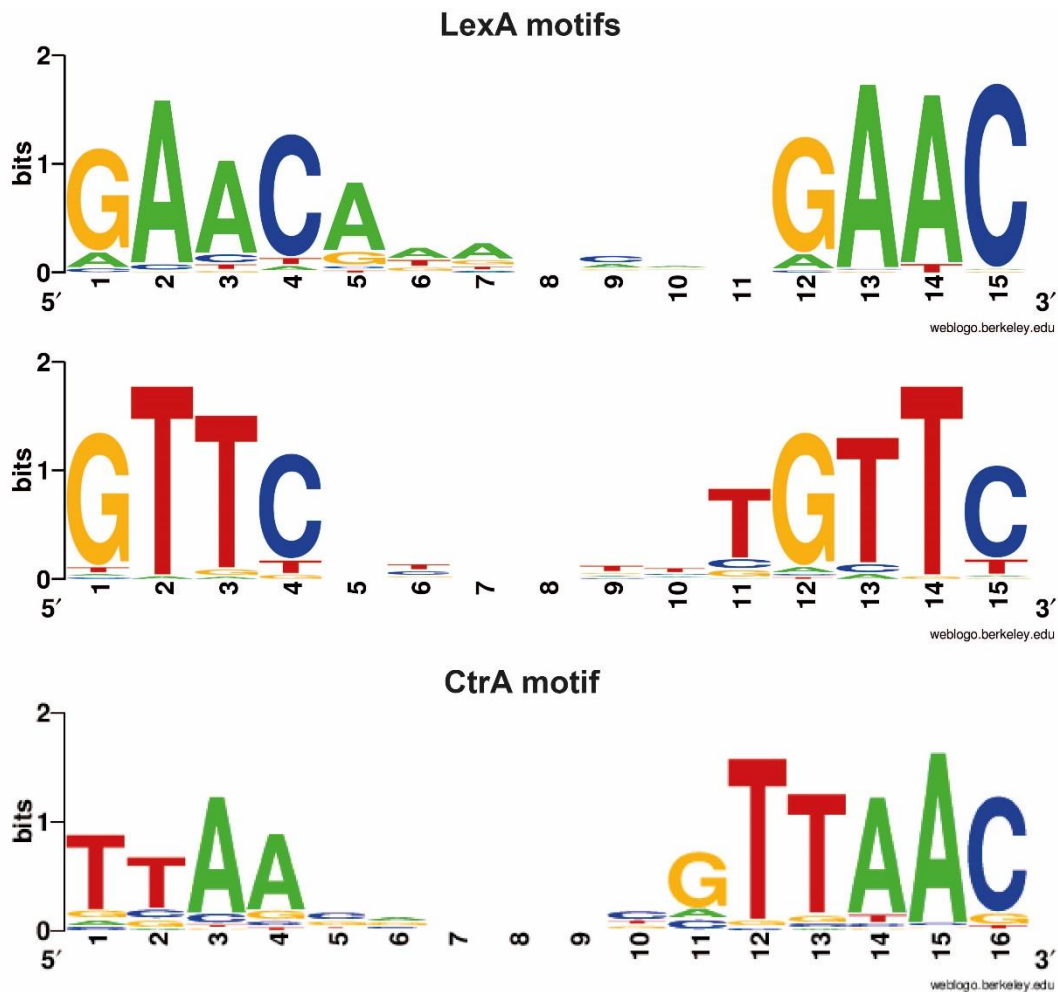

**Supplementary Figure S6 – Sequence logo graphics of CtrA (A) and LexA (B).** For *in silico* determination of CtrA we used the position weight matrix (PWM) determined for several *Alphaproteobacteria* (Brilli et al., 2010), and applied a minimum score of 82.5%. To determine LexA TFBS in *D. shibae* 80 *Alphaproteobacterial* sequences with in silico determined LexA binding site were downloaded (Erill et al., 2004). Based on these sequences a PWM was generated and searched for in the *D. shibae* genome. Genes with a minimum matching score of 82.5 % were kept and ordered to two groups, the GTTC consensus and GAAC consensus motifs.

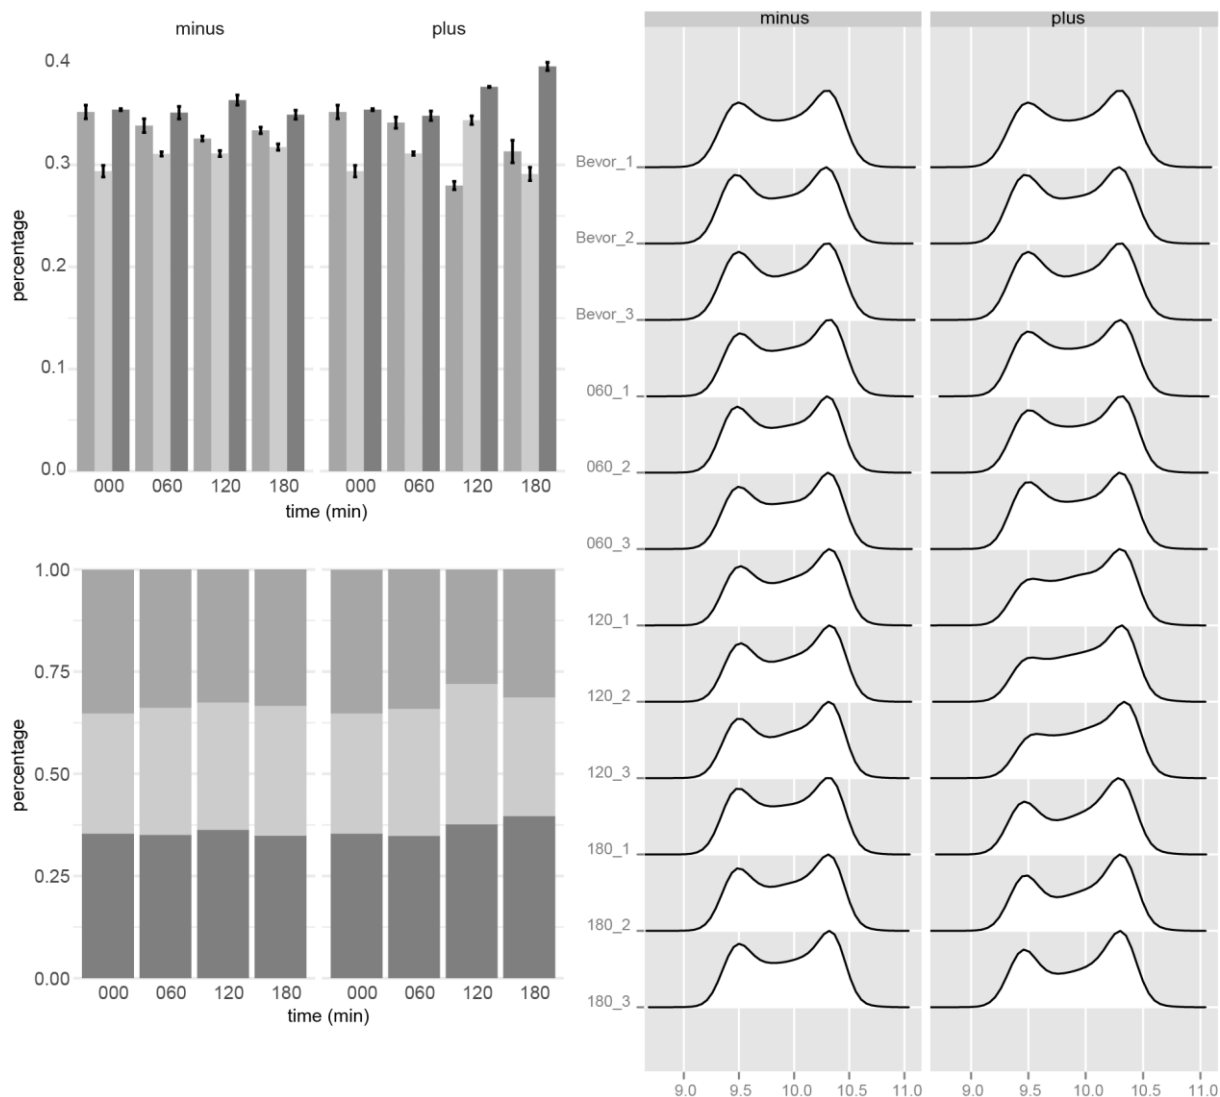

**Supplementary Figure S7** – Three replicates are present for the flow cytometry experiments. (Left) Bar plot display of the three flow cytometrically determined fractions of one chromosome equivalent cells (dark grey), dividing cells (light grey) and cells with two chromosome equivalents (medium grey) in the population in percentage over a period of 180 min post induction with either DMSO as negative control (minus) or 3-oxo C14 HSL (plus).

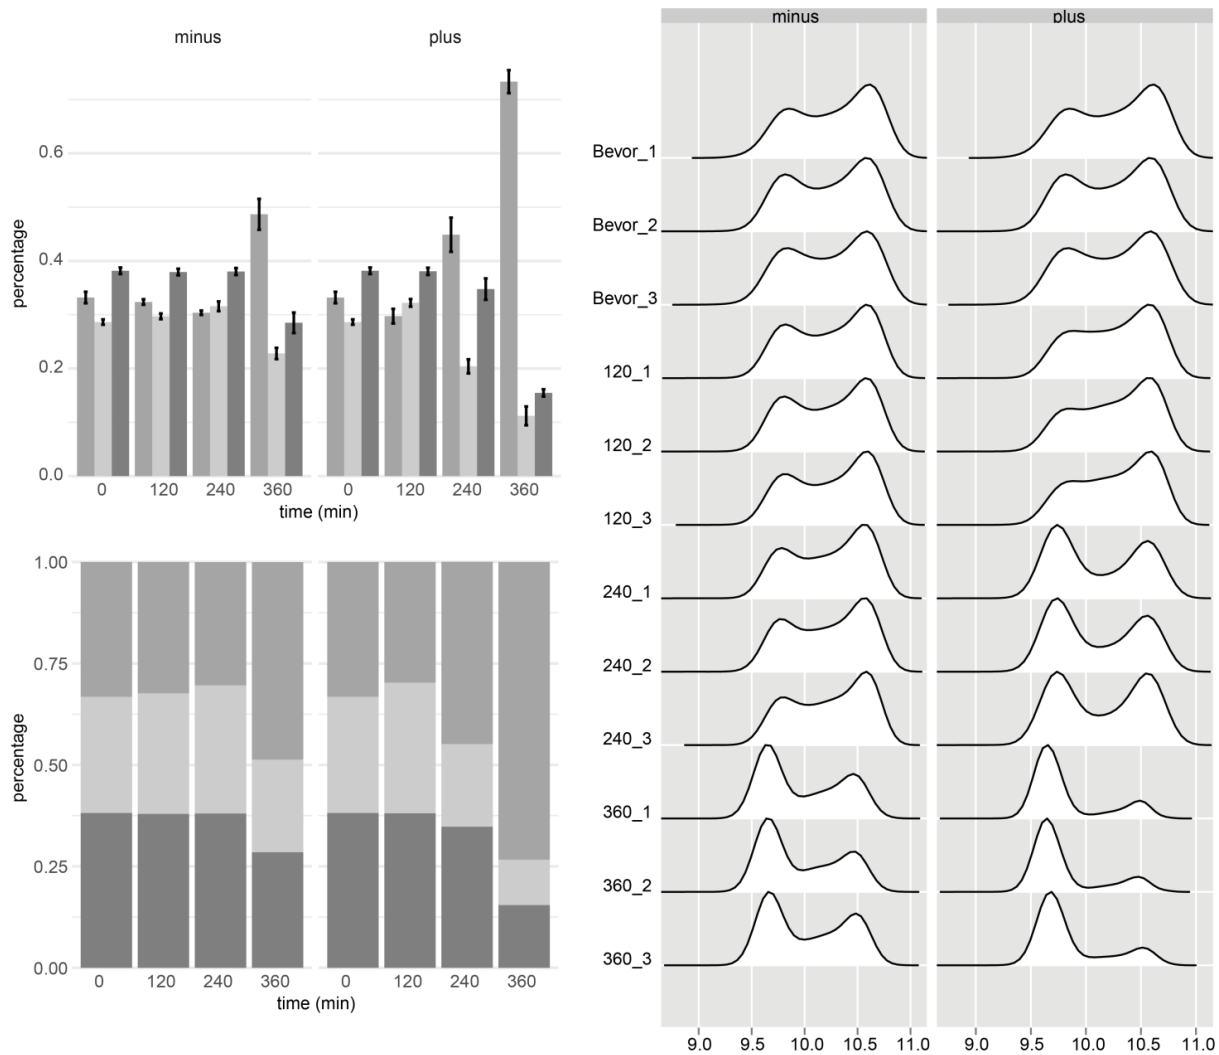

**Supplementary Figure S8** – First reproduction of the flow cytometry experiment, run over a period of 360 min post induction.

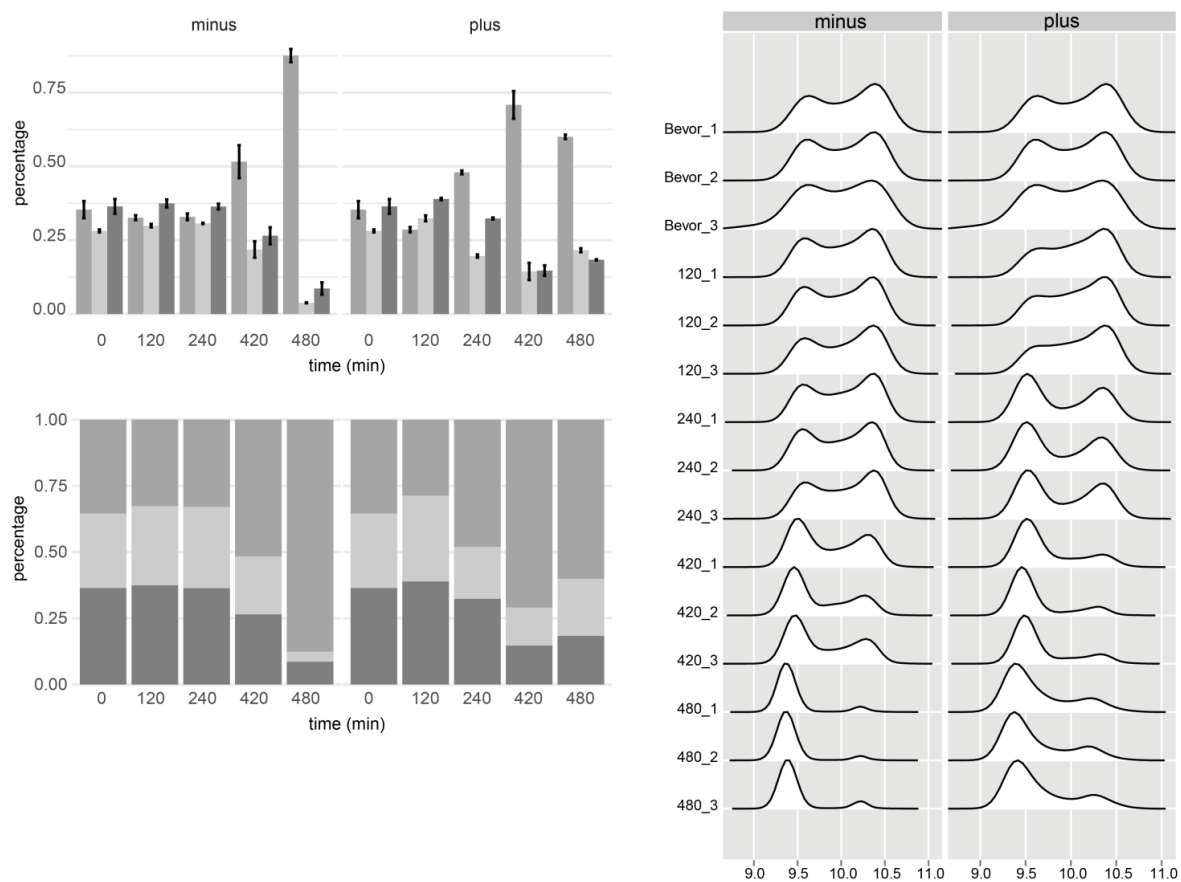

**Supplementary Figure S9** – Second reproduction of the flow cytometry experiment, run over a period of 480 min post induction.

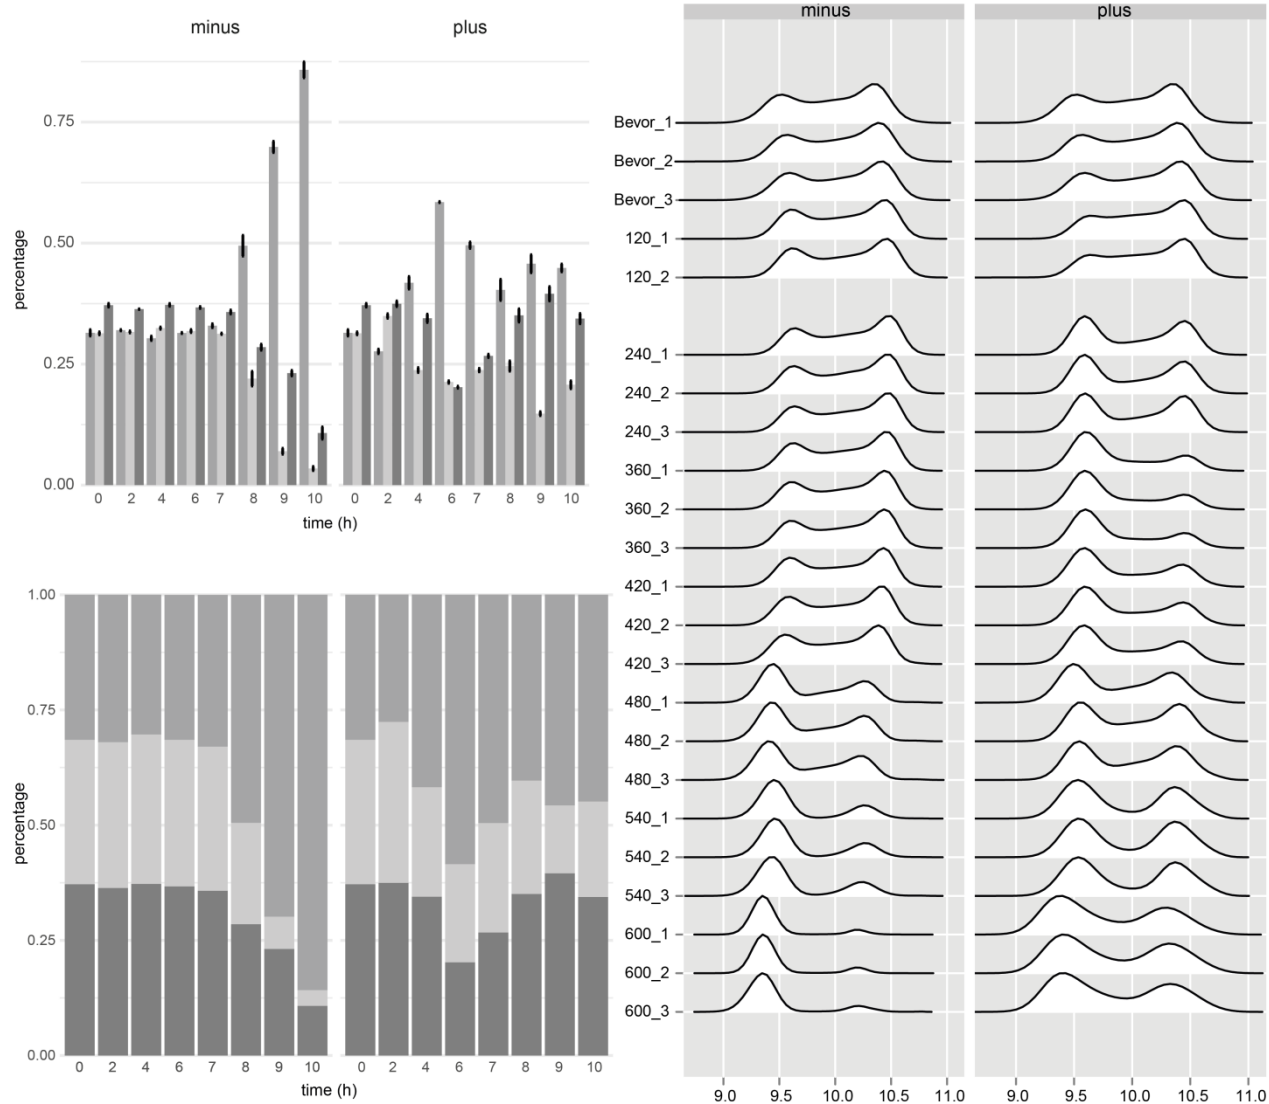

**Supplementary Figure S10** – Third reproduction of the flow cytometry experiment, run over a period of 600 min post induction.

**A** *D. shibae*

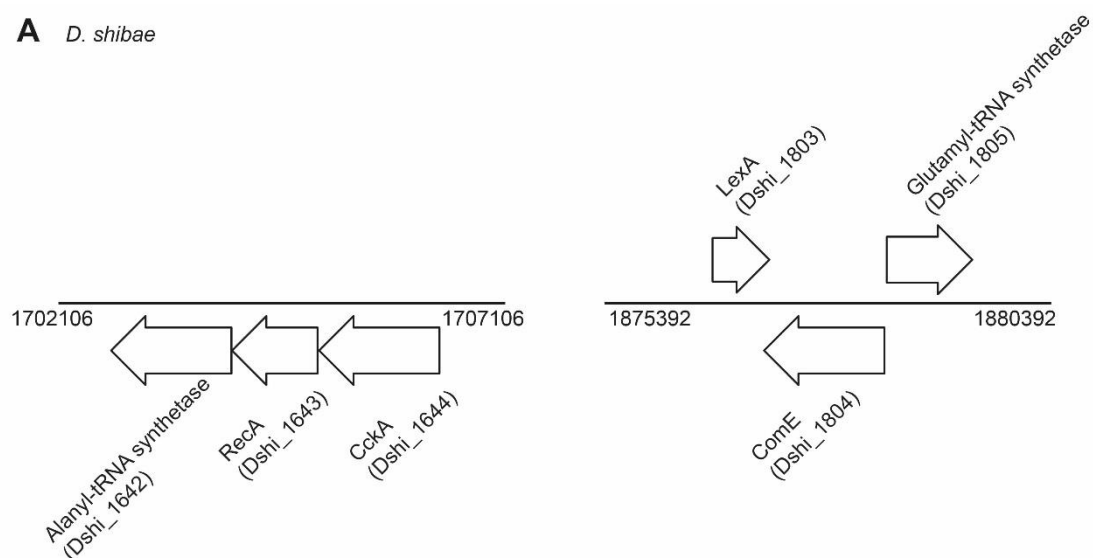

**B** *R. capsulatus*

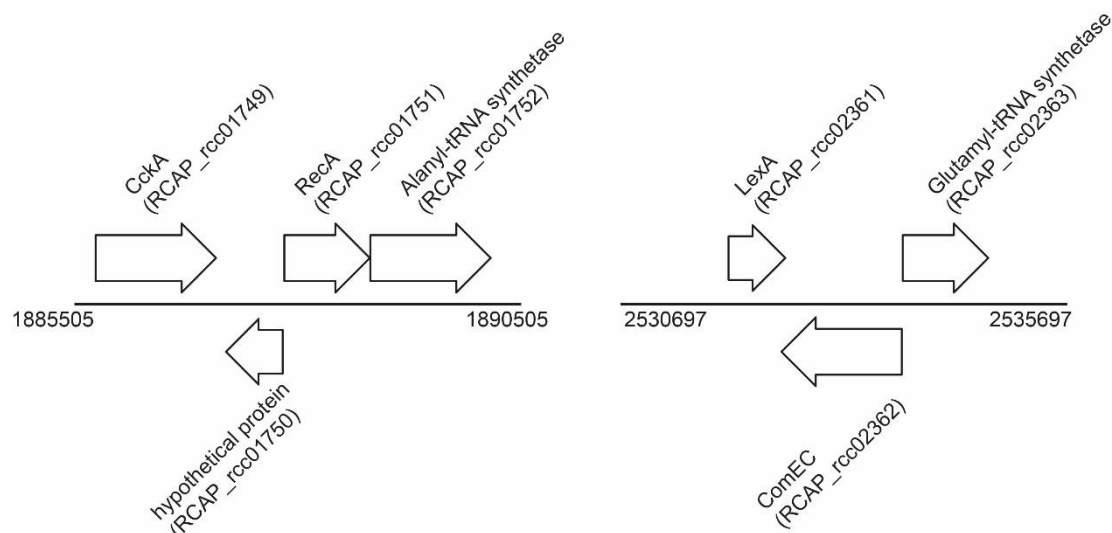

**Supplementary Figure S11** – Comparison of gene location in *D. shibae* and *R. capsulatus*. Both organisms display the co-location of *cckA*, *recA* and *alanyl-tRNA synthetase* (interrupted by a *rcc01750* in *R. capsulatus*) as well as *lexA*, *comE(C)* and *glutamyl-tRNA synthetase* in both organisms. The last succession is even oriented on the same strand.

How the deposited data were processed for this re-analysis (not part of the article)

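The data are RNA sequencing counts of the D. shibae ΔluxI1 strain in 27 libraries, 3 biological replicates of each of 9 groups. The groups are cells before induction (t = 0), cells 10, 20, 40, 60, 120 and 180 min after addition of 500 nM 3-oxo C14 HSL, and cells 60 and 180 min after addition of DMSO. All samples were assigned from their labels and the methods, and none was left out. The authors clipped reads with FASTQ-mcf, mapped them with Bowtie 2, placing ambiguously mapping reads at random among their regions, and deposited raw counts of reads per coding sequence. The file headers name featureCounts v1.4.6-p3 with strand-specific counting, in which multi-mapping reads were counted and a read over several genes was counted for each. The versions of FASTQ-mcf and Bowtie 2 are not given in the sources used here. These steps mean that near-identical genes, such as those of the syntenic plasmid regions, share reads. Of the 4192 genes, 1409 overlap a neighbour on the same strand, 8 of them by at least 50 bp.

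Total counts on genes per library ranged from 4065357 to 9216577, with a median of 6620446. The paper states a single sequencing lane, whereas the deposited data assign the libraries to lanes 5 and 6. Genes with few counts have wide errors, as for Dshi_1585, which had 1 to 4 counts per library at t = 0. The rows of the count files carry RefSeq protein identifiers. Locus tags came from Tables S1 and S2 for 1700 genes and from a match of the stop position with the RefSeq gene table (assembly ASM1814v1, the genome the file headers name by its sequences) for 2440 genes, and 52 genes had none. Where both sources applied, the stop position gave the same tag for 1660 genes, another for 1 and none for 39. The copy of Table S1 used here holds 1542 of the 4192 genes and was used for tags and product names only.

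From the deposited counts, fold changes were computed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test) for the t = 0 and AHL libraries together (21 libraries), the t = 0 and DMSO libraries together (9 libraries) and all 27 libraries, which gave the direct comparison of AHL with DMSO. The 2 DMSO time points were compared within the second fit. The common biological coefficient of variation was 0.0828, 0.0679 and 0.0794 in these fits. Genes were called at a Benjamini-Hochberg FDR below 0.05 and an absolute log2 fold change above 1, with all 4192 genes tested. The AHL response was the union over the 6 time points, and genes that DMSO changed in the same direction by a log2 fold change within 1 of that with AHL were removed as control changes. Gene sets were tested with fry in limma 3.58.1, and 90 set tests entered the adjustment. The sets were flagella clusters I to III, the GTA gene cluster and its 5′ part, the Tad pilus genes of Table S2 and of the whole loci, the alginate operon and the photosynthesis genes. A search for photosynthesis and type IV secretion genes by product name matched 0 genes, so photosynthesis genes were selected by symbol after the data were seen and type IV secretion genes were not tested. Slopes on the distance from ori were taken of log2 CPM less each gene's mean over all libraries and compared by an exact permutation test. The binding sites of Table S3 were compared by Fisher's exact test. Correlations, tables and plots were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

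The fit was tested on simulated data, with counts drawn for the 4192 genes from the means and library sizes of the real samples and 200 genes changed by known folds. Of these, 200 were called in the comparison of AHL at 180 min with t = 0, 199 in that of DMSO at 180 min with t = 0 and 199 in that of AHL with DMSO at 180 min, with 1 false call in each. The changed genes were picked above a minimum mean CPM, and their changes lay well beyond the log2 limit of 1. Their recovery therefore does not measure the sensitivity for changes near that limit or for genes with few counts. Libraries were drawn independently, without differences shared by replicate number. The comparisons, limits, gene sets and alternatives were set before the data were examined, apart from the photosynthesis genes by symbol and the lists named as chosen later. The alternatives were RLE size factors, library size only, DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, the filterByExpr filter, a filter of at least 10 counts in 3 libraries, glmTreat against a log2 fold change of 1, a replicate block, the sequencing lane with a replicate block, fits of only the groups compared or of all 27 libraries, and each replicate left out in turn. For the question of the lane, 60 and 180 min were also compared with each other, within the DMSO fit and within the AHL fit, and 40 min with AHL was compared with 180 min with AHL and with 60 min with DMSO. Single genes were named by a rule set at the same time, when the values of Tables S1, S2 and S5 and of Figures 1 and S5 had been seen. It takes every gene the paper names, the lowest and highest member of each cluster, luxI1, and, for DMSO against t = 0 and AHL against DMSO, the 3 called genes with the largest rise and the 3 with the largest fall among those that moved the same way in all 3 replicates. Genes named outside it, such as those of the list of iron genes, were chosen after their values were seen. The authors' manual check of operons was not repeated. Experiments of the study other than this time series were not analysed here.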

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

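The tests of the reads on luxI1, of carried-over reads and of the sequencing lane were chosen only after the results they bear on were seen. The test of transcription running on from comF was set before its own value was computed, when the fold changes of the genes were known.

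Reads on the deleted gene luxI1 (Dshi_0312) were present in all 27 libraries, with a mean of 148 CPM, a signal in the deleted gene that the paper does not report. Reads shared with the other synthase genes would change with them. At 180 min, luxI2 was higher with AHL than with DMSO by 5.45 and luxI3 by 5.43 on the log2 scale, while luxI1 differed by -0.0934 (FDR = 0.662), which argues against shared reads as the source. Cells of a strain with a working luxI1 in place of the mutant would make the autoinducer in DMSO as well. The difference of 4.69 in ctrA (Dshi_1508) between AHL and DMSO at 180 min argues against this. Reads from a part of the gene outside the deletion stay open, since counts per gene hold no positions. No biological explanation was tested.

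In DMSO alone, ctrA (Dshi_1508) rose by 1.25 at 180 min (SE 0.10, FDR = 3.2e-07), from 66.7 ± 7.24 CPM to 157 ± 15.7 CPM (SD, n = 3), a change without AHL that the paper does not discuss. Only the test against a log2 fold change of 1 (edgeR glmTreat, FDR = 0.108) among the alternatives did not call it, and the FDR over all of them was 5.7e-32 to 0.108. Reads carried over from the AHL libraries of the same lane would appear in other strongly induced genes to the same share. Over 42 other genes with a log2 fold change above 5 with AHL at 180 min, the median share of the AHL gain that appeared in DMSO was 0.0594%, against 2.27% for ctrA, and 1 of the 42 had a share as large. This argues against carry-over as the whole source. The share was 3.4% for chpT (Dshi_1470) and 5.32% for cckA (Dshi_1644), which lie below that fold change, and 0.799% for luxR2 (Dshi_2852). The sequencing lane cannot account for the whole rise, because ctrA rose by 0.63 (SE 0.09, FDR = 1.7e-04) from 60 to 180 min in DMSO within lane 6. For the step from t = 0 to 60 min (0.62), lane and time cannot be told apart, since the groups lie on different lanes. Other genes of the relay and of QS rose less in DMSO at 180 min, chpT by 0.84 ± 0.10 (SE, FDR = 2.8e-05), cckA by 0.44 ± 0.05 (SE, FDR = 4.7e-05) and luxR2 by 0.67 ± 0.06 (SE, FDR = 1.6e-06), and by 0.469, 0.21 and 0.437 from 60 to 180 min within lane 6 (FDR = 0.00194, 0.0116 and 7.6e-05). An effect of cultivation time or of the solvent stays open and was not tested.

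Dshi_2021, a putative binding protein of an iron ABC transporter (chromosome 2141284 to 2142312), had the largest fall with DMSO at 180 min, -4.53 (SE 0.64, FDR = 1.7e-04), in a gene the paper does not discuss. With AHL at 180 min it fell to the same extent (-4.58), and the direct difference was -0.04 (FDR = 0.985). Its change at 60 min in DMSO was -2.42 ± 0.56 (SE, FDR = 0.0112), with an FDR of 0.152 without replicate 1 and 0.0512 without replicate 2, and 6.6e-09 to 1 over all alternatives. The sequencing lane as the whole cause is argued against by the further fall of -2.11 (SE 0.60, FDR = 0.0202) from 60 to 180 min in DMSO within lane 6. The part up to 60 min spans both lanes, but with AHL at 40 min, on lane 6 as well, the change was 0.06 ± 0.73 (SE, FDR = 0.98). DMSO at 60 min lay below it by -2.505 (SE 0.77, FDR = 0.032), which argues against the lane as the whole cause of this part too, unless AHL raised the gene by as much. Cultivation time is the biological difference the design names, and it was not tested apart from the solvent.

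Dshi_2283 (chromosome 2410872 to 2412536) rose by 4.08 with DMSO at 180 min (SE 0.09, FDR = 1.2e-12), a strong rise in the control in a gene the paper does not discuss. It rose with AHL as well, by 3.69 at 10 min and 3.57 at 180 min, and the difference between AHL and DMSO was 0.31 ± 0.09 (SE, FDR = 0.0197) at 60 min and -0.49 ± 0.09 (SE, FDR = 7.8e-05) at 180 min. The nearby genes Dshi_2276 to Dshi_2278 moved the same way, and together the 4 genes had a median log2 fold change of 1.97 with AHL at 10 min and 2.30 with DMSO at 180 min. The sequencing lane is argued against, since the gene rose by 1.055 within lane 6 from 60 to 180 min in DMSO (FDR = 1.2e-07) and was already high at 10 min with AHL, a group on the same lane as t = 0. The addition of the solvent, handling of the cultures and cultivation time stay open, because no untreated library after t = 0 was analysed here.

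Dshi_3501 to Dshi_3504, which lie among photosynthesis genes, differed between the treatments at 180 min. They were higher with AHL than with DMSO by a median of 1.47, although both treatments lowered them against t = 0 (crtA, Dshi_3501, with log2 fold changes of -2.0 and -3.49). With glmTreat, the FDR of this difference rose to 0.0917 for Dshi_3502 and 0.983 for Dshi_3504 (over all alternatives 2.0e-14 to 0.0917 and 2.0e-12 to 0.983), and Dshi_3501 and Dshi_3503 were called under every alternative run. The competence gene comF (Dshi_3500), which AHL induced, ends 53 bp upstream on the same strand. A candidate explanation is transcription running on from comF. The gain with AHL over DMSO at 180 min, in CPM per kb, was 330 ± 37.4 for comF (SD, n = 3) and 39.7 ± 8.23, 33.4 ± 8.66, 16.4 ± 4.74 and 16.8 ± 0.19 for the 4 genes in order, a median of 0.0761 of the gain of comF. At 60 min comF had gained 1.1 ± 1.89 and the 4 genes 9.24 ± 11.5, 21.6 ± 5.99, 3.91 ± 2.4 and 0.369 ± 3.83. In this comparison edgeR called 0 of the 4 and DESeq2 0, with 0 at an unadjusted p below 0.05. Dshi_3508, further downstream, gained 104 ± 29.4 at 60 min, before comF rose, and 25 ± 8.45 at 180 min. A slower fall of photosynthesis transcripts with AHL therefore stays open and was not tested.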

How the results depend on the processing

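Chosen after the result was seen were the tests on the photosynthesis genes, which were selected by symbol, and the differences in slope by replicate number.

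Over the alternatives, the number of genes called with AHL against t = 0 was 14 to 22 at 20 min, 139 to 216 at 120 min and 252 to 326 at 180 min, and 91 to 131 with DMSO at 180 min. AHL against DMSO at 180 min gave 159 to 194, and the AHL response at any time 264 to 371 genes. These counts stayed within 1.5 times the reported ones. The lowest value in each case came from glmTreat, which tests against a log2 fold change of 1 and is stricter by construction. With glmTreat, the count fell to 17 at 10 min, 10 at 40 min and 10 at 60 min with AHL, to 2 with DMSO at 60 min and to 6 for AHL against DMSO at 60 min.

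The number of genes called with DMSO at 60 min, 32, was the least stable. It was 17 with DESeq2 (5 higher and 12 lower, against 5 and 27 with edgeR, or 29.4% higher against 15.6%), 19 in the fit of all 27 libraries, and 14 without replicate 1 (6 higher and 8 lower, 42.9% higher), 17 without replicate 2 (6 and 11, 35.3%) and 39 without replicate 3 (6 and 33, 15.4%). The cause was not tested. The other counts changed by less when a replicate was left out, with ranges of 23 to 34 at 10 min, 20 to 22 at 20 min, 20 to 25 at 40 min, 24 to 37 at 60 min, 180 to 211 at 120 min and 297 to 323 at 180 min with AHL. They were 114 to 130 with DMSO at 180 min, 18 to 30 and 190 to 193 for AHL against DMSO at 60 and 180 min, 323 to 366 for the AHL response and 223 to 248 after the control filter. The control filter read as the paper prints it kept 147 genes, against 232, because it removes the genes with the larger differences between AHL and DMSO.

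With library size as the only scaling, the calls at 10 min were 19 higher and 8 lower, or 70.4% higher against 84.6% with TMM. The share of higher genes moved further without replicate 3, to 61.8% at 10 min (21 higher and 13 lower) and, from 66.7%, to 54.1% at 60 min (20 and 17), and with the sequencing lane and a replicate block to 50% at 60 min (15 and 15) and, from 88%, to 73.7% at 40 min (14 and 5). In the comparison of AHL with DMSO at 180 min, this scaling moved the median of all genes by -0.125 on the log2 scale relative to TMM. The paper states that 3 main cultures were divided, but not that a replicate number marks 1 of them. Deviations from the group means correlated with a median of 0.087 between libraries of the same number (108 pairs, 46 above 0.1) and -0.0417 between libraries of different numbers (216 pairs, 21 above 0.1). Libraries of the same number thus deviated together more often, most of all those of replicate 3 (median 0.181), but not in every pair. A number may therefore mark a culture, which these correlations do not settle. The reported results have no block because the paper's methods name none, and the results with a block are given as an alternative. With the replicate block, the counts were 27, 21, 25, 31, 214 and 321 with AHL, 35 and 127 with DMSO, 27 and 193 for AHL against DMSO, 355 for the AHL response and 234 after the control filter. With the sequencing lane and a replicate block, which rests on the 20 min libraries for the lane, the counts with AHL were 19 at 40 min, 30 at 60 min, 216 at 120 min and 326 at 180 min, of which 14, 19, 161 and 282 were genes also called without these terms.

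Camera with an estimated correlation between genes gave an adjusted p above 0.05 for 6 set results that fry had below 0.05. The adjusted p was 0.0901 for flagella cluster II, 0.501 for the GTA gene cluster, 0.14 for its 5′ part, 0.46 for the Tad genes of Table S2 and 0.456 for those of the whole loci, all at 120 min, and 0.0972 for the alginate operon against DMSO at 60 min. For these 6, fry with a replicate block gave 1.9e-07 to 4.6e-04. Fry asks whether the genes of a set changed, and camera whether they changed more than the other genes. Their results can therefore differ, and a camera value above 0.05 does not show that a set did not rise. Whether this accounts for all 6 was not tested. The results of clusters I and III at 120 min, of all these sets at 180 min against t = 0, apart from the alginate operon, and of the alginate operon at 10 min passed 0.05 with both. The fry results with a replicate block lay on the same side of 0.05 as without it. The difference between AHL and DMSO in the slope of expression on the distance from ori became -0.0056 log2 per Mb at 60 min (exact p = 0.5) and -0.133 at 180 min (exact p = 0.1) when called genes were included, against -0.0154 and -0.00772 without them. With only genes of a mean of at least 50 counts it was -0.017 and -0.0134 (exact p = 0.1 at both times). With 3 libraries against 3, the smallest p is 0.1. Taken by replicate number as a block, without called genes, the differences were -0.0194, -0.00779 and -0.0188 at 60 min and -0.00921, -0.00793 and -0.00601 at 180 min, with the same sign in all 3 pairs (exact test over sign flips, p = 0.25 at both times, the smallest it can give). The odds ratio for LexA sites was 0.729 among genes called lower at any time (Fisher's exact test, p = 0.58), below 1, and 2.78 among genes called higher, so the excess lies in the latter. Odds ratios for CtrA sites, over the 3 score limits and all groups of genes tested, ranged from 3.83 to 13.8.

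For the named genes, 275 results were recomputed to 3988 values. Of these, 3827 kept their direction and their side of the threshold, 142 no longer passed it, 69 of them with glmTreat, 19 newly passed it and 0 reversed. All alternatives gave the same call for 196 of the 275 results. The genes with few counts, luxI2, Dshi_1585 and the 5 genes of the 5′ part of the GTA gene cluster, passed an FDR of 0.05 over all genes at 20 min under none of the alternatives.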

Differences from the paper's values

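None of the log2 fold changes of Table S2 and none of the numbers of genes the paper states differed from the values here by more than the limits used, a factor of 1.5 for numbers of genes and the larger error for fold changes. The numbers of genes were 232 here against the paper's 243 for the response, 227 against 235 on the chromosome, 53 against 49 lower genes and 113 against approximately 130 removed as control changes. Over the alternatives for the test, the number of lower genes was 32 (glmTreat) to 81 (lane with a replicate block), with 44 without replicate 2, 67 without replicate 3 and 49 when only the groups compared were fitted. In Table S2 itself, 54 of the 243 genes have a fall as their largest change, and 8 have no absolute log2 fold change above 1.

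Of the 243 genes of Table S2, 18 were not called here. Among them, Dshi_0766 was called without replicate 1, Dshi_1582 and Dshi_2100 without replicate 3, and tadG (Dshi_2269) without replicate 3 and with the lane and a replicate block, which also called Dshi_3372. Dshi_3120 was called with edgeR's likelihood ratio and exact tests, in the fit of all 27 libraries and without replicate 3. Dshi_4176 was called with the likelihood ratio test, with a replicate block and in the fit of all 27 libraries. The gene nosX (Dshi_3199) was called with library size only, the likelihood ratio and exact tests, a replicate block, the lane with a replicate block, and all 27 libraries. The other 10 (Dshi_0399, Dshi_0883, Dshi_0935, Dshi_1215, Dshi_1784, Dshi_2481, Dshi_2527, Dshi_3188, Dshi_3659 and Dshi_4180) were called under none of the alternatives.

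The paper has chpT (Dshi_1470) reach its maximum midway through the series. Here it rose by a further 0.49 from 60 to 120 min (FDR = 3.6e-06), and the rise to 60 min was the larger part, 4.20 against t = 0. For luxI2 (Dshi_2851), which the paper lets start together with luxR2, the change at 20 min was 0.30 (FDR = 0.766) and passed an FDR of 0.05 under no alternative, while luxR2 (Dshi_2852) had risen by 0.66 (FDR = 0.00166, 0.107 without replicate 2). For luxR1 (Dshi_0311), which the paper describes as staying at its early level, the log2 fold change was 0.91 at 10 min, 0.97 at 40 min and 1.28 at 180 min. The paper lets lexA (Dshi_1803) increase at the last time point. Here it had risen by 0.76 at 120 min (FDR = 2.1e-09), below the fold-change limit, and by 1.42 at 180 min. Flagella cluster II, which the paper has activated at the last time point, had 4 of 8 genes called at 120 min and 8 of 8 at 180 min.

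The paper has Dshi_1585 rise well before its neighbour Dshi_1584. Here it also rose first, since at 60 min it was higher with AHL than with DMSO by 2.30 ± 0.37 (SE, FDR = 2.2e-04), while Dshi_1584 was at -0.07 against t = 0 (FDR = 0.753). The value of Dshi_1585 at 40 min was 1.38 (FDR = 0.15), which passed under no alternative, and 2.03 at 60 min (FDR = 0.00331, 0.129 without replicate 2). The paper describes a significant early rise of the upstream part of the GTA gene cluster. All 5 genes had positive values at 20 min, from 0.24 (Dshi_2175) to 2.40 (Dshi_2176), but none passed an FDR of 0.05 over all genes under any alternative, the lowest being 0.0591 for Dshi_2174 with the likelihood ratio test. At 40 min, Dshi_2174 passed without replicate 3 (FDR = 0.00942) and with DESeq2 (0.0428), the likelihood ratio test (0.01), the exact test (0.0139) and only the groups compared (0.0282), and Dshi_2178 with all 27 libraries (0.0388) and the likelihood ratio test (0.0426). The paper describes the Tad genes outside its processed data as behaving like the others below its limits. Of these 8 genes at 180 min, 3 were higher and 1 lower at an FDR below 0.05, with log2 fold changes from -0.39 (Dshi_1118) to 0.37 (Dshi_1129).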

Other observations

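The tests of the distance from ori at 60 and 180 min and of the CtrA and LexA sites were set before their results were seen. The other tests in this part, on other splits of the libraries, the sequencing lane, the addition of the solvent, the region around dnaA and the distance from ori at 120 min, were chosen only after the results they bear on were seen.

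For each of the 10 comparisons with genes called (AHL 10 min vs t0, AHL 20 min vs t0, AHL 40 min vs t0, AHL 60 min vs t0, AHL 120 min vs t0, AHL 180 min vs t0, DMSO 60 min vs t0, DMSO 180 min vs t0, AHL vs DMSO at 60 min and AHL vs DMSO at 180 min), the 6 libraries were split into 3 and 3 in all 10 ways. In each comparison, 1 of the 10 splits called as many genes as the real one, namely the real split itself, and the others called at most 1 gene. A design of 3 against 3 gives no share below 0.1, so chance is not excluded by these counts alone.

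Comparisons with t = 0 from 40 min onward span both lanes. Of the 314 genes called at 180 min with AHL, 180 were also called in the same direction against DMSO within lane 6, 154 higher and 26 lower, so the sequencing lane cannot be the source of their calls. Of the other 134 genes, 14 higher and 120 lower, 106 also moved in the same direction from 60 to 180 min in DMSO at an FDR below 0.05, again within lane 6, which argues against the lane as the whole cause. The rule that these be the majority was set after the number was seen. Of the remaining 28 genes, 8 moved in the same direction from 60 to 180 min with AHL at an FDR below 0.05, also within lane 6 and in a comparison chosen after the other results were seen, so the lane is not their whole cause either. Of the other 20, 14, among them Dshi_0563 to Dshi_0567 and hemP (Dshi_2052), moved in the same direction from 40 to 180 min with AHL at that limit, within lane 6 and in a comparison chosen later still. For the last 6 (Dshi_0734, Dshi_1219, Dshi_1226, Dshi_1558, Dshi_2534 and Dshi_3926), none of these 3 comparisons passed, and lane and time cannot be told apart. Cultivation time stays open as the source of the 106.

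The fall of the photosynthesis genes in DMSO was not due to the lane alone. From 60 to 180 min in DMSO, the median log2 fold change of the 27 genes was -2.65, and 27 of 27 were lower, all within lane 6. Cultivation time or a change of light remains open and was not tested. With DMSO at 180 min the called genes with the largest falls were Dshi_2021, pufL (Dshi_3523, -4.21) and dxs (Dshi_3526, -4.13), and those with the largest rises Dshi_2478 (4.21), Dshi_2283 and Dshi_2278 (2.54). Dshi_2478 rose with AHL at 180 min as well (4.58), but not by 120 min (0.05, FDR = 0.977).

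The 27 genes that fell with DMSO at 60 min differed between replicates before any addition. At t = 0 their median level in replicate 3 lay -1.80 on the log2 scale from the other replicates, with 22 of 27 genes lower, and at 60 min with AHL -1.75. It lay -0.0932 from them at 120 min with AHL and -0.426 at 60 min with DMSO. The median was lower in replicate 3 in 9 of 9 groups. The origin of this difference was not tested. Dshi_2021 (-2.42), Dshi_0563 (-2.04) and Dshi_0565 (-1.83) had the largest falls with DMSO at 60 min, and all 3 lost significance without replicate 1 and without replicate 2. Among 17 genes with iron-related annotation or next to one, chosen after their values were seen, edgeR called 13 lower with DMSO at 60 min and DESeq2 3. Their median was -1.55 at 60 min and -2.04 at 180 min with DMSO, and -0.61 and -2.0 with AHL. The largest rises with DMSO at 60 min were those of Dshi_2283 (3.02), Dshi_2278 (1.74) and Dshi_2276 (1.53).

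Relative to DMSO at 60 min, the largest rises with AHL were those of chpT, ctrA and luxR2 (Dshi_2852, 2.54), and only 2 genes were called lower, Dshi_2775 (-2.99) and Dshi_1102, by -1.06 ± 0.22 (SE, FDR = 0.00233), whose FDR was 0.122 without replicate 2 and 4.0e-06 to 1 over all alternatives. At 180 min, fliH (Dshi_3265, 7.91), fliN (Dshi_3266, 7.65) and Dshi_2631 (7.49) were raised most, and Dshi_3592 (-3.10), Dshi_3281 (-2.99) and Dshi_1205 (-2.59) were lowered most. These 3 lower genes changed little with DMSO alone (0.12, -0.05 and 0.04 against t = 0).

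The addition of the solvent was tested as the source of the early rise of the alginate operon. At 60 min the operon was higher with AHL than with DMSO by a median of 1.23 over its 15 genes, which argues against the solvent at that time. The list was widened from the called genes to the whole operon after a first value had been seen. For 10 to 40 min, addition of the solvent and AHL cannot be told apart, because there were 0 DMSO libraries at these times.

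Expression of dnaA (Dshi_3373) was higher with AHL than with DMSO at 60 min by 0.885 (SE 0.05, FDR = 1.4e-12), a change below the fold-change limit. The paper counts DnaA among the QS controlled regulators in its Discussion, without a fold change in its text. More copies of the region around dnaA would raise its neighbours. The 85 other genes within 50 kb had a median difference of 0.0448 (quartiles -0.0391 and 0.136), and 1 of them was as high as dnaA, which argues against this explanation. All libraries of this comparison lie on lane 6, and the value kept an FDR below 0.05 under every alternative except glmTreat (FDR = 1, over all alternatives 1.9e-80 to 1). A direct or indirect effect of AHL on dnaA is a hypothesis and was not tested.

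Since the study links QS with replication, it was tested whether AHL raised the copy number of genes near ori. For each library, the slope on the distance from ori was taken of log2 CPM less each gene's mean over all libraries. Each slope is thus a deviation from the average library and not the gradient of expression itself, so only differences between groups have meaning. Over 3236 chromosomal genes not called at any time, the slope was 0.00553 ± 0.00211 per Mb (SD, n = 3) with AHL and 0.0209 ± 0.00695 with DMSO at 60 min (exact permutation test, two-sided, p = 0.1), and -0.0228 ± 0.00425 and -0.0151 ± 0.00585 at 180 min (p = 0.2). With called genes included, AHL and DMSO differed by -0.133 per Mb at 180 min (exact permutation test, p = 0.1), a value that holds the response of the called genes as well. The lowest slopes were those with AHL at 120 min, -0.0476 ± 0.00987, against 0.00437 ± 0.00818 at t = 0 and below those with AHL at 60 min in every library (exact permutation test, p = 0.1). The paper reports more replicating cells at that time, but there were 0 DMSO libraries at 120 min. The exact test of 3 against 3 libraries cannot reach a p below 0.1 and decides nothing here, and more copies of ori-proximal genes after AHL addition stay open.

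Sites spread over genes without regard to the AHL response would give equal shares inside and outside it. Of the 345 response genes, 48 (13.9%) had a CtrA site of Table S3, against 2.13% of the other genes (odds ratio 7.42, Fisher's exact test, two-sided, p = 9.81e-21). The 345 genes include the 113 removed as control changes, and the 232 kept genes were not tested on their own. For LexA sites the shares were 29 genes (8.41%) and 4.76% (odds ratio 1.84, Fisher's exact test, p = 0.00648), with 12.1% among genes called higher (odds ratio 2.78). These shares go against an even spread. The hypothesis that CtrA acts directly on part of these genes is in line with the p of 9.81e-21. For LexA the p was larger, and genes called lower at any time held no excess of sites (odds ratio 0.729, Fisher's exact test, p = 0.58). Genes of 1 operon are not independent, which makes these p values too small, and binding was not measured in this series.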
